# Distinct and overlapping gene regulatory networks in BMP- and HDAC-controlled cell fate determination in the embryonic forebrain

**DOI:** 10.1186/1471-2164-13-298

**Published:** 2012-07-02

**Authors:** Catharina Scholl, Kathrin Weiβmüller, Pavlo Holenya, Maya Shaked-Rabi, Kerry L Tucker, Stefan Wölfl

## Abstract

**Background:**

Both bone morphogenetic proteins (BMPs) and histone deacetylases (HDACs) have previously been established to play a role in the development of the three major cell types of the central nervous system: neurons, astrocytes, and oligodendrocytes. We have previously established a connection between these two protein families, showing that HDACs suppress BMP-promoted astrogliogenesis in the embryonic striatum. Since HDACs act in the nucleus to effect changes in transcription, an unbiased analysis of their transcriptional targets could shed light on their downstream effects on BMP-signaling.

**Results:**

Using neurospheres from the embryonic striatum as an *in vitro* system to analyze this phenomenon, we have performed microarray expression profiling on BMP2- and TSA-treated cultures, followed by validation of the findings with quantitative RT-PCR and protein analysis. In BMP-treated cultures we first observed an upregulation of genes involved in cell-cell communication and developmental processes such as members of BMP and canonical Wnt signaling pathways. In contrast, in TSA-treated cultures we first observed an upregulation of genes involved in chromatin modification and transcription. Interestingly, we could not record direct changes in the protein levels of canonical members of BMP2 signaling, but we did observe an upregulation of both the transcription factor STAT3 and its active isoform phospho-STAT3 at the protein level.

**Conclusions:**

STAT3 and SMAD1/5/8 interact synergistically to promote astrogliogenesis, and thus we show for the first time that HDACs act to suppress BMP-promoted astrogliogenesis by suppression of the crucial partner STAT3.

## Background

During development of the central nervous system a variety of different cell-types need to be generated. The three major brain cell types, neurons, astrocytes and oligodendrocytes, arise from neural progenitor cells. Neurons are the first cell type to be generated, starting soon after formation of the neuroectoderm at mid-gestation, and astrocytes and oligodendrocytes are born only shortly before birth and continuing into the postnatal period. The mechanisms by which neural stem cells transition from a neuron- to an astrocyte-generating progenitor are only partially understood, but secreted growth factors are known to play a role in this process. For example, multiple bone morphogenetic proteins (BMPs), members of the TGF-beta super family, and their receptors are abundantly expressed in the developing brain, starting as early as 8.75 days *post coitum* (E8.75) [1-4]. *In vitro*, BMPs were shown to promote the generation of astrocytes [5], and *in vivo*, shown to promote astrocyte formation at the expense of oligodendrocytes [6,7]. In particular, BMP2/4 are known to enhance astrogliogenesis and to inhibit neurogenesis through induction of the inhibitory basic helix-loop-helix transcription factor genes *Id1Id3*, and *Hes5* which antagonize the proneural gene *Ngn1*[8]. However, BMP2/4 has also been shown to promote neuronal differentiation in the cortex [9,10].

It is becoming increasingly evident that the regulation of genes involved in brain development occurs not just at the level of the expression of activating and inhibiting transcription factors, but also at the epigenetic level, in the covalent modification of chromatin [11]. Core histones can be methylated, phosphorylated, ubiquitinated and acetylated, to name just the best-known chemical groups involved, and these small moieties regulate the chromatin structure and subsequent gene expression. Acetylation of the ε-amino groups of lysine residues in the amino-termini of core histones by histone acetyltransferases (HATs) leads to relaxation of chromatin conformation, resulting in transcriptional activation [12]. Conversely, histone deacetylation increases chromatin compaction and thereby reduces accessibility of transcription factors to the DNA. Deacetylation is catalyzed by histone deacetylases (HDAC), a large group of enzymes which are classified, based upon their domain structure and sequence homology, into four gene families [13]. Class I HDACs (HDAC1, -2, -3, and −8) are orthologs of the yeast transcriptional regulator RPD3 and are primarily localized in the nucleus. Class II HDACs (HDAC4, -5, -6, -7, -9, and −10) are homologous to the yeast HDA1 protein and can shuttle between the nucleus and the cytoplasm. Structurally and mechanistically different classes of HDACs are the sirtuins (Sirt1-7), also known as Class III HDACs. They are NAP-depended enzymes homologous to yeast Sir2 (silent information regulator 2) [14]. HDAC11 is the only histone deacetylase categorized to HDAC class IV [15].

It has been previously shown that histone acetylation is crucial for the dynamic regulation of gene expression during differentiation processes. Especially, skeletal and cardiac myogenesis have been intensively studied [16]. Recent publications strongly suggest that HDACs are also important for the development of the nervous system. A large number of different HDACs are expressed in the developing brain, suggesting specific roles for individual HDACs in neural development [17]. HDACs have been shown to be involved in the birth and maturation of oligodendrocytes in the rat, mouse, and in zebrafish [18-21]. It has also been shown that HDACs play an important role in the control of neurogenesis and astrogliogenesis. Especially HDAC1 and HDAC2 have been reported in the regulation of distinct linage specification in developing brain. During neuronal development HDAC1 and 2 are both expressed in stem and progenitor cells. In post-mitotic neurons only HDAC2 expression can be detected, while HDAC1 is only expressed in glia [22]. Deletion of both HDAC1 and 2 results in major abnormalities in cortical, hippocampal and cerebellar development, whereas an individual deletion of HDAC1 or HDAC2 has no effect. Interestingly, deletion of HDAC1 and HDAC2 almost completely blocks the neuronal differentiation, but does not influence astrogliogenesis [23].

Trichostatin A (TSA), a well-established reversible inhibitor of class I and II HDACs [24], has been reported to induce cell growth arrest, apoptosis and differentiation in tumor cells [25]. The treatment of adult neural progenitor cells with HDAC inhibitors causes antiproliferative effects and induces neuronal differentiation, whereas the differentiation of astrocytes or oligodendrocytes is simultaneously not induced [26]. In a previous study we could demonstrate that inhibition of class I and II HDACs with TSA leads to an increase in neurogenesis in the developing cortex, but results in a dramatic reduction in neurogenesis in the medial and lateral ganglionic eminences (GE) of the embryonic forebrain [27]. The reduction in neurogenesis in GE-derived neural precursors was accompanied by an increase in the production of immature astrocytes. We could further demonstrate that treatment with recombinant BMP2 increased the production of astrocytes in neural precursors derived from GE, whereas no significant increase in astrogliogenesis was detected in cortical neural precursor cells. A co-treatment with TSA and noggin, a BMP2 inhibitor, or with Alk3-ECD, a recombinant protein that contains the extracellular domain of the BMPR1A receptor, was able to restore the normal levels of neurons and astrocytes, compared to untreated control samples, demonstrating a direct connection between HDAC activity and BMP signaling [27]. In order to investigate the signaling pathways involved in the differentiation of GE derived neural precursors upon TSA and BMP2 treatment, we performed gene expression profiling and protein analysis from BMP2 or TSA treated neural precursor cells derived from GE at different time points. Here, we show that BMP2 and TSA influence neurogenesis in a related manner. We demonstrate that in the early response to BMP2 and TSA treatment, different cohorts of functional gene groups are activated or repressed, although the downstream biological effects are closely related. We further characterized individual genes picked up by the microarrays at both mRNA and protein levels.

## Results

### *In vitro* differentiation of forebrain derived neurosphere cultures

We used neurosphere cultures to generate a uniform population of neural precursors directly from the medial and lateral ganglionic eminences of E15.5 C57BL/6 mice [28]. After 7 days neurospheres were dissociated, plated out as a monolayer, and differentiated according to standard protocols [29]. During differentiation FGF2 was withdrawn after 2.5 days, whereas the treatment with TSA or BMP2 started 1.5 days after plating (Figure 1A).

**Figure 1:**
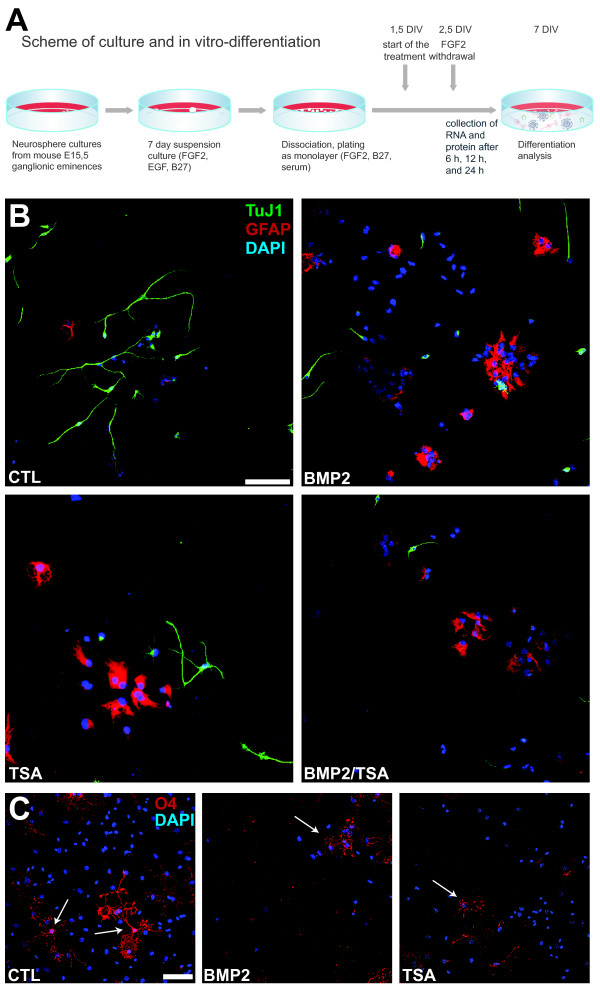
** Neurosphere cultures and immunocytofluorescence.** For *in vitro* differentiation cells from the basal ganglia of 15.5 dpc C57BL/6 mice were cultured in neurospheres and dissociated after 7 days. FGF2 was withdrawn after 2.5 days and treatment started 1.5 days after plating. Cells were treated with TSA (10, 25 or 50nM) or BMP2 (10 ng/ml). RNA and proteins were isolated after 6, 12 and 24 h (**A**). For immunocytofluorescence (**B**,**C**), cultures were treated with vehicle (CTL), 50nM trichostatin A (TSA), 10 ng/ml recombinant BMP2 (BMP2), or both reagents (BMP2/TSA) for 24 hours before bFGF withdrawal. Cultures were fixed after 4.5 additional days and stained with the following antibodies: TuJ1 (B, green) to label newborn neurons, anti-GFAP (B, red) to label newborn astrocytes, or O4 (C, red, indicated with arrows) to label newborn oligodendrocytes. DAPI (blue) was used to stain nuclei. Scale bar = 50 (**B**) and 100 (**C**) μm.

Cultures were allowed to differentiate for an additional 4.5 days after FGF2 withdrawal and then stained with immunocytofluorescence for standard markers indicating the birth of newborn neurons (TuJ1), astrocytes (GFAP), and oligodendrocytes (O4) (Figure 1B,C). As reported previously [27], both TSA as well as BMP2 treatment suppressed neurogenesis and boosted astrogliogenesis, as indicated by the relative number of TuJ1-positive neurons and GFAP-positive astrocytes in the cultures (Figure 1B). Simultaneous treatment with both TSA and BMP2 showed a similar effect (Figure 1B). As reported previously [27], both TSA as well as BMP2 treatment suppressed the birth and maturation of oligodendrocytes, as judged by their relative numbers as well as the elaboration of their processes (Figure 1C).

In addition western blot analysis of astrocyte and oligodendrocyte specific proteins 24h (h) and 7 days after treatment with TSA or BMP2 were performed (Figure 2). The expression of the astrocyte marker protein GFAP significantly increased upon TSA and BMP2 treatment. Whereas the protein levels of GFAP was rather unchanged 24 h after treatment with TSA and BMP2 (Figure 2A), a strong increase of GFAP could be detected 7 days after treatment (Figure 2B), indicating that the treatment with TSA and BMP2 led to an increase in astrogliogenesis during differentiation of neurosphere cultures. The oligodendrocyte markers Plp (proteolipid protein) and Mbp (myelin basic protein) [30] were less clearly regulated on the protein level at both time points, but a small decrease of both markers could be detected 7 days after treatment (Figure 2).

**Figure 2:**
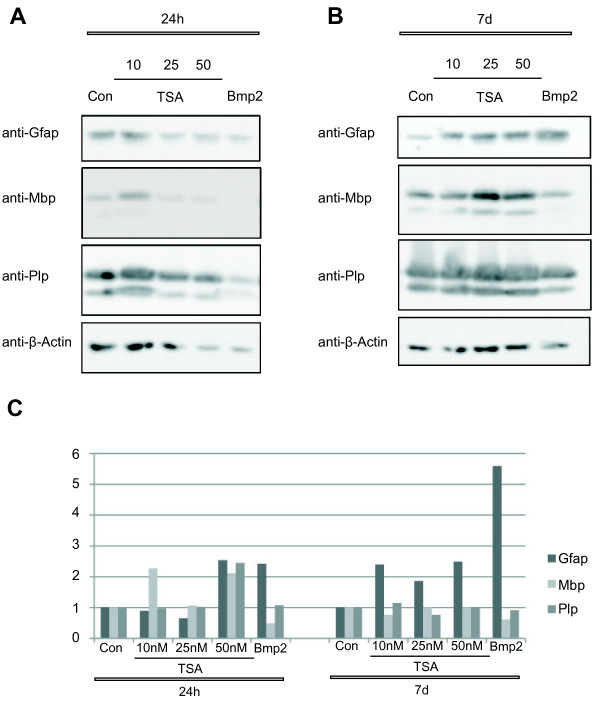
** Western Blot of linage specific markers.** Proteins were extracted from TSA (10, 25, 50nM) and BMP2 (10 ng/μl) treated neurosphere cultures 24 h (**A**).and 7 days (**B**) after treatment. Western Blot for Plp, Mbp, and Gfap was performed. β-Actin was used as control. Western Blots were quantified and normalized to β-Actin (**C**). The results shown are one example of three repetitions.

### Microarray analysis of differentiating neurosphere cultures

RNA samples and protein lysates were prepared 6, 12, and 24 h after treatment. 

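For the arrays, dissociated neurosphere cells from ganglionic eminences were treated with 50 nM TSA, an inhibitor of histone deacetylases, or with 10 ng/ml BMP2, a ligand of the BMP receptors. The deposited table holds 18 arrays. At 6 h there are 2 control, 2 BMP2 and 2 TSA arrays, and at 24 h 6 control, 2 BMP2 and 4 TSA arrays. Each value is a linear signal of 1 probe set. The submitters' notes name MAS5 for these signals, and the methods name dChip with quantile normalization. The signals were quantile-normalized, and 32 was added before the log2 was taken. The 19439 probe sets with a mean of at least 100 in their highest group, which cover 10574 genes, were tested in 1 limma fit of the 6 groups. A probe set or gene is said to have risen or fallen at a Benjamini-Hochberg adjusted p under 0.05, and each gene is represented by its brightest probe set. Gene lists were compared with the other genes by camera at a preset correlation between genes of 0.01. The study's criteria were applied separately to all probe sets, with an unadjusted limma p under 0.1 for the confidence of 90%. Means are signals with their SD and number of arrays. The labels do not say whether the arrays of a group are separate cultures, so the errors and p-values measure only the spread between these samples. The control arrays 5 and 6 and both BMP2 arrays of 24 h carry a signal of 703 to 2086 for Xist on the probe set by which the treated arrays were placed with these controls, against 18.4 to 75.5 on the other arrays. On a brighter probe set of Xist they carry 2197 to 4467, and the others 325 to 1875. The labels name no batches, and this grouping is treated as a batch. Some results of 24 h are also given with this batch as a term, an alternative chosen after seeing the data.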

We performed gene expression profiling from cells treated for 6 h and 24 h using Affymetrix GenChip 420 2.0. The raw data was analyzed using dChip (DNA-chip analyzer) software [31]. Genes were considered to be significantly regulated if their expression had changed more than two-fold and had exceeded a minimal absolute difference of 100 comparing treated and mock-treated cells with a confidence greater than 90%. Using these conditions 220 genes exhibited a differential expression in BMP2-treated cells after 6 h, and 573 genes were differentially regulated after 24 h (Figure 3A-F). 

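The genes that rose after 6 h of BMP2 included feedback inhibitors of BMP signaling. Nog, encoding the secreted BMP antagonist noggin, had a signal of 3015 ± 180 (SD, n = 2) against 124 ± 37.7 (SD, n = 2) in the controls. This is a log2 fold change of 4.31 (standard error 0.18, adjusted p = 1.8e-09 from limma). Smad6, an inhibitory Smad, rose from 22.3 ± 3.51 (SD, n = 2) to 615 ± 115 (SD, n = 2). After 24 h, Serpinf1, which encodes a secreted serpin with neurotrophic activity, rose from 25.7 ± 9.55 (SD, n = 6) to 1771 ± 630 (SD, n = 2), with a log2 fold change of 4.94 (standard error 0.20, adjusted p = 6.0e-10) or 5.02 with the batch as a term. Hopx, a homeodomain protein, rose from 176 ± 80.2 (SD, n = 6) to 4303 ± 469 (SD, n = 2). By the study's criteria, 402 probe sets of 284 genes changed after 6 h, 221 upward and 181 downward. After 24 h there were 1623 of 1134 genes, 730 upward and 893 downward, and 1169 against the 2 controls of their own batch. At 6 h, a limma fit with the replicate number as a block called 630 probe sets at an adjusted p under 0.05. By the adjusted limma p without this block, 286 probe sets changed at 6 h and 3214 at 24 h, or 1868 with the batch as a term. Without BMP2 replicate 1 of the time, these counts became 94 and 1231.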

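TSA raised Tesc, the calcium-binding protein tescalcin, from 23.4 ± 2.99 (SD, n = 2) to 318 ± 7.3 (SD, n = 2) after 6 h and from 27.1 ± 5.53 (SD, n = 6) to 820 ± 282 (SD, n = 4) after 24 h. The log2 fold changes were 2.66 (standard error 0.26, adjusted p = 1.4e-05 from limma) and 3.79 (standard error 0.17, adjusted p = 2.9e-09). Efna3, a membrane-bound ligand of Eph receptors, rose by 3.39 on the log2 scale after 6 h (standard error 0.31, adjusted p = 9.1e-06) and by 2.68 after 24 h (standard error 0.20, adjusted p = 1.8e-07). Genes that fell after 24 h included Tnr, the matrix glycoprotein tenascin-R, and Slc1a1, a glutamate transporter. Tnr went from 1727 ± 472 (SD, n = 6) to 203 ± 229 (SD, n = 4), and Slc1a1 from 1630 ± 371 (SD, n = 6) to 152 ± 78.5 (SD, n = 4). By the study's criteria, 1866 probe sets of 1327 genes changed after 6 h of TSA, 847 upward and 1019 downward. After 24 h there were 1564 of 1119 genes, 876 upward and 688 downward. A limma fit with the replicate number as a block called 7711 probe sets at 6 h and 8703 at 24 h, more than the main fit, given next. The adjusted limma p called 4378 probe sets at 6 h and 6878 at 24 h, and the former became 1896 without TSA 6 h replicate 2.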

TSA treatment led to 917 differentially-expressed genes after 6 h and 982 after 24 h treatment (Figure 3A-F). The top 25 genes regulated after TSA or BMP2 treatment are listed in the Additional file 1: Table S1–S4.

**Figure 3:**
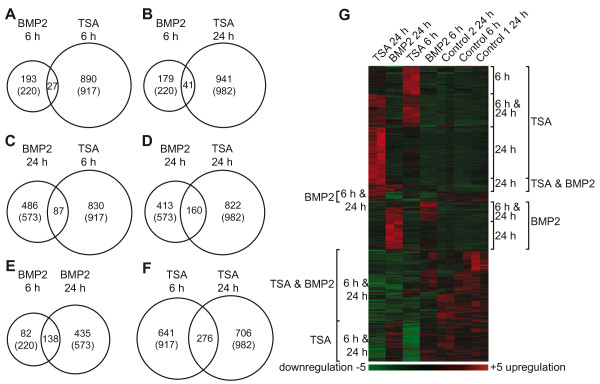
** Gene expression profiling of BMP2 and TSA treated neurosphere cultures.** Differentially expressed genes (relative expression > 2-fold and absolute difference >100, comparing treated and control sample, confidence > 90%) are presented as Venn-diagrams (**B**-**G**) and hierarchical cluster (**H**). Venn diagrams present the number of genes regulated upon TSA and BMP2 treatment after 6 h and 24 h. Numbers of regulated genes are indicated in the diagram, the total number of regulated genes for each treatment is put in parentheses. Intersection of regulated genes between TSA 6 h and BMP2 6 h (**B**), TSA 24 h and BMP2 6 h (**C**), TSA 6 h and BMP2 24 h (**D**), TSA 24 h and BMP2 24 h (**E**), BMP2 6 h and BMP2 24 h (**F**) and TSA 6 h and TSA 24 h (**G**) are illustrated. Differentially expressed genes are clustered in a hierarchical cluster analysis. Red and green depict at least two-fold increase or decrease in expression, respectively. Clusters including upregulated genes are labeled at the right side of the cluster plot. Clusters, grouping genes downregulated after treatment, are labeled on the left side (**H**). Genes from individual main sub-cluster of hierarchical cluster analysis were functional annotated using DAVID Database.

To identify an overlap of regulated genes within TSA and BMP2 treatments, two-set Venn analyses were performed, intersecting TSA 6 h, TSA 24 h, BMP2 6 h and BMP2 24 h experimental sets, respectively. The intersection between two experimental sets is shown in individual Venn diagrams (Figure 3A-F). The numbers of regulated genes for each treatment condition are depicted in the diagrams, while individual genes within the intersection are listed in the Additional file 1: Table S5–S10. Comparing these two-set Venn diagrams, it could be observed that the majority of regulated genes was unique for one treatment; only a smaller number of genes was located within the intersections between the two experimental sets. 

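Smad6, an inhibitory Smad, differed between the treatments in a direct test. It was lower with TSA than with BMP2 by a log2 difference of -3.52 at 6 h (standard error 0.31, adjusted p = 3.1e-06 from limma) and of -3.67 at 24 h (standard error 0.27, adjusted p = 1.9e-07). With TSA its signals lie under 100, where the 32 added makes such differences smaller. Efna3, a ligand of Eph receptors, was higher with TSA by 3.48 at 6 h (standard error 0.31, adjusted p = 3.5e-06) and by 1.96 at 24 h (standard error 0.27, adjusted p = 6.8e-05). Kmt5b, a histone H4 methyltransferase, differed by -2.78 at 6 h and -1.79 at 24 h. Of the 3995 probe sets that met the study's criteria in at least 1 comparison, 2859 met them in 1 comparison only. The limma test of TSA against BMP2 called 4724 probe sets at 6 h and 7396 at 24 h, the latter 2506 with the batch as a term. Without TSA 6 h replicate 2 the former became 2306, and without BMP2 24 h replicate 1 the latter 3874.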

The largest intersection of regulated genes was detected between TSA 6 h and TSA 24 h (Figure 3F). 

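Vxn, encoding vexin, a protein of early neuronal differentiation, fell with TSA at both times. Its signal went from 1894 ± 229 (SD, n = 2) to 255 ± 119 (SD, n = 2) at 6 h and from 2398 ± 423 (SD, n = 6) to 203 ± 150 (SD, n = 4) at 24 h. The transcription factor Tcfl5 rose at both times, by a log2 fold change of 2.79 at 6 h (standard error 0.26, adjusted p = 9.1e-06 from limma) and of 3.64 at 24 h (standard error 0.17, adjusted p = 2.9e-09). At both times of TSA, 544 probe sets changed by the study's criteria, 231 upward at both, 307 downward at both and 6 in opposite directions. Independent sets of these sizes would share 150.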

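Atoh8, a basic helix-loop-helix transcription factor, rose with BMP2 from 17.9 ± 8.58 (SD, n = 2) to 307 ± 40 (SD, n = 2) at 6 h and from 18.3 ± 9.61 (SD, n = 6) to 306 ± 52.2 (SD, n = 2) at 24 h. Its log2 fold changes were 2.77 (standard error 0.24, adjusted p = 2.2e-05 from limma) and 2.76 (standard error 0.19, adjusted p = 9.8e-08), the latter 2.85 with the batch as a term. Ncald, encoding the calcium sensor neurocalcin delta, fell at both times, by log2 fold changes of -1.93 (standard error 0.18, adjusted p = 2.8e-05) and -1.87 (standard error 0.14, adjusted p = 2.8e-07), the latter -1.81 with the batch as a term. At both times of BMP2, 300 probe sets changed by the study's criteria, which is 74.6% of those changed at 6 h. Of these, 176 rose at both times, 123 fell at both and 1 changed in opposite directions, and independent sets would share 33.6. With the controls of the own batch, 299 were shared.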

The intersection between the BMP2 6 h and 24 h experiments was marginally smaller; however more than half of the genes regulated after 6 h overlap with genes regulated after 24 h (Figure 3E). Comparing the Venn analyses of TSA- and BMP2-treated samples at the two different time points an increased number of co-regulated genes could be detected from 6 h to 24 h (Figure 3A-D). Whereas only 27 genes were regulated in both BMP2 6 h and TSA 6 h (Figure 3A), the number of regulated genes in BMP2 24 h and TSA 24 h experimental sets increased 6-fold (Figure 3D). This increased number of regulated genes in the intersection of TSA and BMP2 treated sample after 24 h mainly resulted from an increase of regulated genes in the BMP2 24 h sample, even if the number of regulated genes in BMP2 24 h experiment is only 2.6-fold higher than in BMP2 6 h experiment (Figure 3A, 3D).

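Slc39a8, a zinc and manganese transporter, rose with both treatments at 24 h, from 16.9 ± 12.5 (SD, n = 6) in the controls to 109 ± 20.2 (SD, n = 2) with BMP2 and 496 ± 112 (SD, n = 4) with TSA. Diras2, a small GTPase, rose from 30.9 ± 12.1 (SD, n = 6) to 3568 ± 72 (SD, n = 2) with BMP2, and its signal with TSA was 92.5 ± 43.9 (SD, n = 4), under 100 as in the controls. The log2 fold changes with BMP2 and the batch as a term were 1.35 for Slc39a8 (adjusted p = 0.00516 from limma) and 5.78 for Diras2. At 6 h, Slc39a8 did not pass with BMP2 (adjusted p = 1.00) or TSA (adjusted p = 0.411), and Diras2 rose with BMP2 by 2.57 (standard error 0.38, adjusted p = 0.00154). At 6 h, 124 probe sets changed with both treatments by the study's criteria, where independent sets would share 38.6. At 24 h there were 417, of which 94 rose with both, 252 fell with both and 71 were opposed, where independent sets would share 131. Against controls of the own batch, 350 were shared at 24 h. For that count BMP2 is compared with the controls 5 and 6 and TSA with the controls 1 to 4. For the counts of 124 and 417 both treatments are compared with the same controls. Simulated arrays with no treatment effect shared on average 46.2 probe sets at 6 h (range 0 to 925) and 4.82 at 24 h (range 0 to 92.0). They do not show the overlap that unrelated treatment effects with shared controls would give. With 3 separate controls for each treatment at 24 h, the overlap was 366 to 665 over 20 divisions.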

In addition to the two-set Venn analyses, the overlap of genes regulated in all four sets of experiment and in three out of four sets was additionally analyzed. A summary of these genes is listed in Table 1, indicating their fold-change in each treatment. 

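Ptpre, a receptor tyrosine phosphatase, Afap1l2, an adaptor of the actin cytoskeleton, and G0s2, an inhibitor of triglyceride lipase, fell in all 4 comparisons. Ptpre went from 827 ± 108 (SD, n = 2) to 43.3 ± 9.18 (SD, n = 2) with BMP2 and 312 ± 31.2 (SD, n = 2) with TSA at 6 h. At 24 h it went from 935 ± 196 (SD, n = 6) to 58.6 ± 6.75 (SD, n = 2) with BMP2 and 176 ± 90 (SD, n = 4) with TSA. The log2 fold changes of Afap1l2 lay between -1.99 at TSA 6 h and -1.58 at BMP2 6 h, and those of G0s2 between -2.29 at TSA 6 h and -1.68 at BMP2 6 h. Gpr17, a G protein-coupled receptor of differentiating oligodendrocytes, fell at 24 h from 4437 ± 509 (SD, n = 6) to 139 ± 37.2 (SD, n = 2) with BMP2 and 277 ± 329 (SD, n = 4) with TSA. At BMP2 6 h the adjusted limma p was 0.682 for Gpr17, 0.108 for Lims2, a focal adhesion protein, and 1.00 for Bcas1, a protein of myelinating oligodendrocytes. Their fold changes at BMP2 6 h were -3.05, -2.86 and -1.57. The adjusted p there was 0.0582 for Dll3, a Notch ligand, and 0.0644 for Gpd1, an enzyme of glycerolipid metabolism. The fold changes of these 2 genes were -4.24 and -2.99. These p-values come from a fit that does not pair arrays by replicate number. With that number as a block, the limma calls at BMP2 6 h went from 286 to 630 probe sets. Gpr17, Lims2, Bcas1, Dll3 and Gpd1 fell in each of the other 3 comparisons, except Bcas1 at TSA 6 h (log2 fold change -1.55, standard error 0.59, adjusted p = 0.0709). Dimmer probe sets of Bcas1, with means of 219 and 169, gave larger fold changes. These were -2.88 and -3.18 at BMP2 6 h and -10.10 and -14.96 at TSA 6 h. Calls that ended with any 1 of the 4 arrays left out were those of G0s2 at BMP2 6 h (adjusted p up to 0.0735) and Gpd1 at TSA 6 h (up to 0.101). At TSA 6 h the calls of Gpr17 (up to 0.108) and Dll3 (up to 0.165) ended without any 1 of 3 of the 4 arrays and that of Ptpre without any 1 of 2 (up to 0.0722), and so did those of Afap1l2 at BMP2 6 h without Control 6 h replicate 1 (0.0515) and Dll3 at BMP2 24 h without either BMP2 array (up to 0.131). By the study's criteria, 52 probe sets of 45 genes changed in all 4 comparisons, 37 of them downward and 6 upward in each.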

Remarkably, only eight genes were significantly altered after the treatment with BMP2 and TSA at both time points: *Gpr17* (G protein-coupled receptor 17), *Lims2* (LIM and senescent cell antigen like domains 2), *Bcas1* (breast carcinoma amplified sequence 1), *Ptpre* (protein tyrosine phosphatase, receptor type, E), *Afap1l2* (actin filament associated protein 1-like 2), *Dll3* (delta-like 3), *G0s2* (G0/G1 switch gene 2), *Gpd1* (glycerol-3-phosphate dehydrogenase1). 65 genes were regulated in at least three out of four experimental sets. Most of these genes were regulated in the same direction when treated with BMP2 or TSA, and only a few genes exhibited an opposed expression. 

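Zcchc12, a transcriptional coactivator, rose in 3 comparisons. Its log2 fold change was 1.72 at BMP2 24 h (standard error 0.25, adjusted p = 2.0e-04 from limma), or 1.96 with the batch as a term, 2.90 at TSA 6 h (standard error 0.31, adjusted p = 2.7e-05) and 3.11 at TSA 24 h (standard error 0.20, adjusted p = 5.3e-08). At BMP2 6 h it was 0.86 (adjusted p = 0.370). By the study's criteria, 272 probe sets of 203 genes changed in at least 3 of the 4 comparisons. Of these, 55 rose and 177 fell in every comparison in which they changed, and 40 rose in some and fell in others.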

*Smad7* (MAD homolog 7 (Drosophila)), *Papss2* (3′-phosphoadenosine 5′-phosphosulfate synthase 2), *Fam19a2* (family with sequence similarity 19, member A2), *Cadps* (Ca^2+^-dependent secretion activator), *Car8* (carbonic anhydrase 8) and *Efhd1* (EF hand domain containing 1) are examples for an opposed regulation of expression comparing BMP2- and TSA-treated samples. *Smad7*, *Papss2*, *Fam19a2*, and *Cadps* expression was suppressed after TSA treatment but induced after treatment with BMP2, whereas *Car8* and *Efhd1* expression was regulated in a reverse fashion (Table 1).

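Papss2, an enzyme that makes the sulfate donor for proteoglycans, rose at 6 h from 302 ± 51.1 (SD, n = 2) to 2045 ± 767 (SD, n = 2) with BMP2 and fell to 117 ± 31.6 (SD, n = 2) with TSA. At 24 h it rose from 384 ± 115 (SD, n = 6) to 3145 ± 874 (SD, n = 2) with BMP2 and fell to 138 ± 80.7 (SD, n = 4) with TSA. Cadps, a factor of dense-core vesicle release, rose with BMP2 by log2 fold changes of 1.46 at 6 h (standard error 0.27, adjusted p = 0.00711 from limma) and 2.16 at 24 h (standard error 0.22, adjusted p = 4.4e-06). It fell by 1.23 at TSA 6 h (standard error 0.27, adjusted p = 0.00383), and at TSA 24 h its log2 fold change was -0.31 (adjusted p = 0.169). Tafa2, a secreted protein formerly named Fam19a2, fell with TSA by 1.32 at 6 h and 1.58 at 24 h, and did not pass with BMP2 (adjusted p = 0.103 and 0.934). Car8, a carbonic anhydrase-related protein, rose with TSA at 24 h from 453 ± 145 (SD, n = 6) to 960 ± 233 (SD, n = 4) and fell to 84.7 ± 10.5 (SD, n = 2) with BMP2. Efhd1, a mitochondrial calcium-binding protein, rose with TSA by 1.40 at 6 h and 1.89 at 24 h, and with BMP2 at 24 h its signals, 28.2 ± 12.9 (SD, n = 2) against 96.3 ± 42.5 (SD, n = 6), lie under 100. The signal of Smad7 at 6 h was 1641 ± 68.5 (SD, n = 2) with BMP2, 109 ± 20.2 (SD, n = 2) with TSA and 366 ± 121 (SD, n = 2) in the controls, at adjusted p = 0.0913 and 0.0712. The error behind these p-values is pooled over the groups of both times, so it is not that of the 6 h arrays alone. The study chose these 6 genes on these arrays, so their directions are not independent evidence. The 6 h calls with TSA of Papss2, Tafa2 and Car8 ended with any 1 of the 4 arrays left out (adjusted p up to 0.243, 0.203 and 0.0956). Further calls at 6 h ended with BMP2 for Cadps without any 1 of 3 of the 4 arrays (up to 0.134) and for Papss2 without BMP2 6 h replicate 2 (0.0506), and with TSA for Efhd1 without any 1 of 2 of the 4 (up to 0.0657).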

**Table 1:** Genes significantly regulated upon TSA and BMP2 treatment

**Gene name**	**Gene name symbol**	**BMP2**		**TSA**	
		**6 h**	**24 h**	**6 h**	**24 h**
G protein-coupled receptor 17	**Gpr17**	−3.13	−30.90	−6.80	−80.21
ectonucleotide pyrophosphatase/phosphodiesterase 6	Enpp6	−1.99	−23.08	−3.93	−30.02
LIM and senescent cell antigen like domains 2	**Lims2**	−2.80	−24.72	−4.61	−27.27
plexin B3	Plxnb3	−1.12	−8.69	−4.61	−26.64
serine/arginine-rich protein specific kinase 3	Srpk3	−1.22	−7.54	−6.01	−26.60
galactose-3-O-sulfotransferase 1	Gal3st1	−1.01	−8.92	−4.96	−18.20
breast carcinoma amplified sequence 1	**Bcas1**	−2.80	−24.38	−9.53	−17.36
bone morphogenetic protein 4	Bmp4	−9.01	−34.17	−3.25	−15.47
S100 protein. beta polypeptide. neural	S100b	1.19	−4.14	−3.54	−14.71
ELOVL family member 7. elongation of long chain fatty acids	Elovl7	−1.21	−6.57	−3.33	−14.34
breast carcinoma amplified sequence 1	Bcas1	−1.55	−11.02	−2.93	−13.89
RAB33A. member of RAS oncogene family	Rab33a	−1.50	−9.41	−7.10	−13.66
SRY-box containing gene 10	Sox10	−1.28	−6.73	−2.81	−13.51
protein kinase C. theta	Prkcq	−2.52	−4.70	−11.82	−12.45
tubulin. beta 4	Tubb4	−1.68	−5.93	−4.74	−12.31
Down syndrome cell adhesion molecule	Dscam	−2.02	−4.85	−3.70	−11.67
oligodendrocyte myelin glycoprotein	Omg	−1.38	−2.61	−11.48	−9.86
four and a half LIM domains 2	Fhl2	−1.11	−11.15	−6.79	−9.48
glycerol-3-phosphate dehydrogenase 1	**Gpd1**	−2.93	−8.02	−2.50	−7.87
chimerin (chimaerin) 2	Chn2	−1.41	−6.46	−5.09	−7.68
protein tyrosine phosphatase. receptor type. E	**Ptpre**	−18.37	−16.45	−2.53	−7.19
Down syndrome cell adhesion molecule-like 1	Dscaml1	−3.25	−2.48	−3.19	−5.91
phosphatase and actin regulator 3	Phactr3	−3.18	−6.73	−1.86	−5.81
MAD homolog 7 (Drosophila)	Smad7	4.51	6.86	−3.24	−5.69
family with sequence similarity 19. member A2	Fam19a2	3.13	1.03	−3.10	−5.38
leucine rich repeat transmembrane neuronal 1	Lrrtm1	−1.90	−4.49	−7.54	−5.20
solute carrier family 24 member 3	Slc24a3	−2.44	−1.87	−3.79	−4.96
delta-like 3 (Drosophila)	**Dll3**	−4.14	−3.64	−3.32	−4.49
shroom family member 2	Shroom2	−1.39	−2.78	−3.69	−4.46
WAS/WASL interacting protein family member 1	Wipf1	−1.20	−2.68	−3.89	−4.20
actin filament associated protein 1-like 2	**Afap1l2**	−3.47	−3.68	−4.84	−4.16
seizure related 6 homolog like	Sez6l	−3.30	−2.91	−2.92	−4.16
proline rich region 18	Prr18	−1.71	−3.35	−6.74	−4.09
striatin. calmodulin binding protein	Strn	−1.55	−2.35	−2.94	−4.07
G0/G1 switch gene 2	**G0s2**	−3.89	−5.35	−6.74	−4.02
cytoplasmic FMR1 interacting protein 2	Cyfip2	−2.12	−4.22	−2.53	−3.79
platelet derived growth factor alpha	Pdgfa	−2.27	−5.57	−4.54	−3.59
3'-phosphoadenosine 5'-phosphosulfate synthase 2	Papss2	6.90	10.70	−2.50	−3.34
dedicator of cytokinesis 9	Dock9	−1.86	−5.59	−2.63	−3.28
zinc finger protein 365	Zfp365	−3.75	−5.30	−2.43	−3.23
ring finger protein 122	Rnf122	−2.05	−2.76	−2.63	−2.92
SH3-domain binding protein 4	Sh3bp4	−3.26	−4.35	−1.82	−2.79
erythrocyte protein band 4.1	Epb4.1	−2.43	−3.67	−1.30	−2.55
TNF receptor associated factor 4	Traf4	−3.54	−4.89	−2.20	−2.45
myelocytomatosis oncogene	Myc	−2.37	−4.17	−3.82	−1.70
Ca2 + −dependent secretion activator	Cadps	2.90	4.96	−2.52	−1.39
GS homeobox 1	Gsx1	−2.52	−5.17	−4.86	−1.20
leucine rich repeat and fibronectin type III. extracellular 1	Elfn1	−4.08	−6.57	−2.81	−1.06
myosin regulatory light chain interacting protein	Mylip	7.66	4.10	3.47	1.55
tumor necrosis factor receptor superfamily. member 12a	Tnfrsf12a	9.04	10.10	7.39	1.87
carbonic anhydrase 8	Car8	−2.65	−6.46	2.65	2.06
epidermal growth factor receptor	Egfr	−4.15	−7.93	−1.95	2.73
BMP and activin membrane-bound inhibitor. homolog (Xenopus laevis)	Bambi	3.46	3.60	2.61	3.41
follistatin	Fst	16.56	19.63	1.55	4.18
Rho GTPase activating protein 29	Arhgap29	2.69	8.01	5.84	4.35
DIRAS family. GTP-binding RAS-like 2	Diras2	12.12	99.94	1.09	4.51
aquaporin 11	Aqp11	1.66	5.08	3.24	4.61
Kruppel-like factor 4 (gut)	Klf4	5.39	13.51	7.94	4.74
regulator of G-protein signalling 10	Rgs10	1.01	3.25	3.20	6.39
EF hand domain containing 1	Efhd1	−1.52	−5.45	3.22	6.77
KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention eceptor 3	Kdelr3	1.62	7.32	11.15	6.87
zinc finger. CCHC domain containing 12	Zcchc12	1.95	4.24	8.50	9.35
family with sequence similarity 70. member A	Fam70a	7.28	13.35	2.99	16.08
predicted gene 98	Gm98	−2.39	−13.78	−4.13	−20.43

Genes significantly regulated upon all treatments (printed in bold) and three out of four treatments are summarized.

In accordance with the results from the two-set Venn analysis, the number of co-regulated genes was increased when the BMP2 24 h time point was included in the intersection analysis (Table 1). However, among these genes, the expression of only a few was significantly stronger regulated after 24 h than after 6 h of both TSA and BMP2 treatment. Especially, the expression of *Gpr17*, *Lims2*, *Bcas1*, *BMP4*, *Enpp6* (ectonucleotide pyrophosphatase/phosphodiesterase 6) and *Gm98* (predicted gene 98) was significantly reduced in 24 h compared to 6 h experiments. It should be mentioned that, among those genes regulated by BMP2 6 h and 24 h and TSA 24 h, several genes known to be involved in BMP2/4 signaling, like *Bmp4*, *Smad7*, *Fst* (Follistatin) and *Bambi* (BMP and activin membrane-bound inhibitor, homolog (*Xenopus laevis*)) were detected.

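The effect of BMP2 on Lims2 was larger at 24 h than at 6 h, with a log2 difference of -2.38 between the times (standard error 0.51, adjusted p = 0.0470 from limma). With the batch as a term the difference was -2.40 and the adjusted p 0.11. The difference with BMP2 did not pass for the other 5 genes. It was -3.13 for Gpr17 (standard error 0.91, adjusted p = 0.197), -2.85 for Bcas1 (standard error 0.76, adjusted p = 0.147) and -1.11 for Bmp4, a BMP ligand (standard error 0.66, adjusted p = 0.678). For Enpp6, a choline phosphodiesterase of oligodendrocytes, it was -1.96 (standard error 0.89, adjusted p = 0.572), and for Myrf, the myelin regulatory factor formerly named Gm98, -2.20 (standard error 0.88, adjusted p = 0.488). With TSA none of the 6 genes passed this test, and the differences lay between -0.78 for Myrf (adjusted p = 0.595) and -1.87 for Enpp6 (adjusted p = 0.163). Over all tested probe sets, the effect differed between the times in 122 with BMP2, or 77 with the batch as a term, and in 1915 with TSA. Without Control 6 h replicate 1 the number with BMP2 became 48. With the replicate number as a block there were 3738 with BMP2 and 4688 with TSA. With a block within time and batch, chosen after seeing the data, there were 300 and 5292. The former block joins arrays of both times and sets the BMP2 arrays of 24 h beside controls 1 and 2, of the other batch. At equal numbers these arrays gave residual correlations of -0.13 to 0, so the 3738 can include the difference between the batches.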

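Bmp4, a BMP ligand, fell at 6 h from 992 ± 296 (SD, n = 2) to 107 ± 36.7 (SD, n = 2) with BMP2 and 289 ± 86 (SD, n = 2) with TSA. At 24 h it fell from 1136 ± 378 (SD, n = 6) to 37.9 ± 13.1 (SD, n = 2) with BMP2 and 134 ± 101 (SD, n = 4) with TSA. Fst, which binds and blocks activins and BMPs, rose with BMP2 at 6 h from 36.7 ± 2.37 (SD, n = 2) to 623 ± 1.12 (SD, n = 2). At 24 h it rose by a log2 fold change of 4.10 with BMP2 (standard error 0.30, adjusted p = 1.3e-07 from limma) and of 0.99 with TSA (standard error 0.23, adjusted p = 0.00383). Bambi, a pseudoreceptor that dampens BMP signals, rose by 1.77 at BMP2 24 h (standard error 0.26, adjusted p = 2.2e-04), 0.97 at TSA 6 h (standard error 0.32, adjusted p = 0.0404) and 1.01 at TSA 24 h (standard error 0.21, adjusted p = 0.00145). At BMP2 6 h its log2 fold change was 1.33 (standard error 0.32, adjusted p = 0.0531). Smad7, an inhibitory Smad, rose by 1.74 with BMP2 at 24 h (standard error 0.46, adjusted p = 0.0162), or 2.65 with the batch as a term (adjusted p = 5.1e-04), and fell by 1.71 with TSA (standard error 0.36, adjusted p = 0.00175). Calls at TSA 6 h that ended with any 1 of the 4 arrays left out were those of Bmp4 (adjusted p up to 0.198) and Bambi (up to 0.162). That of Bmp4 at BMP2 6 h ended without Control 6 h replicate 1 or BMP2 6 h replicate 2 (up to 0.111), and that of Smad7 at BMP2 24 h without either BMP2 array (up to 0.168).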

We also performed hierarchical clustering of the microarray data using the clustering option of dChip [31] to illustrate the overall relationship between regulated genes (Figure 3G). All genes regulated in at least one of the analyzed conditions were included using the same stringent criteria as above (twofold change; euclidean distance 100). The clustering led to two major clusters, one including genes upregulated, the other including genes downregulated upon either treatment. Genes upregulated after each treatment were further divided into three sub-clusters, grouping genes upregulated after treatment with (i) BMP2 or (ii) TSA alone or (iii) both BMP2 and TSA. Each sub-cluster could be subdivided into smaller groups of genes that represent individual time points. Within the cluster of downregulated genes, also three sub-clusters could be distinguished, containing genes downregulated after treatment with (i) BMP2 or (ii) TSA alone (clustered in the middle of Figure 3G) and (iii) downregulated after both treatments.

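Wif1, a secreted Wnt inhibitor, rose with BMP2 at 24 h from 3.32 ± 1.47 (SD, n = 6) to 1372 ± 347 (SD, n = 2) and had a signal of 14.5 ± 10.8 (SD, n = 4) with TSA (adjusted p = 0.0976 from limma). The difference between the treatments was -4.92 on the log2 scale (standard error 0.22, adjusted p = 1.9e-09). The signal with TSA is under 100, where the 32 added makes this difference smaller. Cd44, a hyaluronan receptor, rose with TSA from 246 ± 28.5 (SD, n = 2) to 606 ± 28.8 (SD, n = 2) at 6 h and from 588 ± 139 (SD, n = 6) to 1874 ± 119 (SD, n = 4) at 24 h. It was higher than with BMP2 by 1.45 at 6 h (standard error 0.23, adjusted p = 3.3e-04) and 1.28 at 24 h (standard error 0.20, adjusted p = 1.8e-04). Grouped by the study's criteria, 593 probe sets rose with BMP2 alone, 1303 with TSA alone and 131 with both. There were 516 that fell with BMP2 alone, 971 with TSA alone and 378 with both, and 110 rose with 1 treatment and fell with the other. Of these, 7 probe sets stand in more than 1 group, as their directions differ between the times.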

To investigate the specific biological functions of co-regulated groups of genes, we used the DAVID Database (Database for Annotation, Visualization and Integrated Discovery) for functional annotation of clustered genes [32,33]. Functional annotation clustering allows the classification of regulated genes according to their functional relevance. Each of the six sub-clusters obtained in the hierarchical clustering was independently annotated. An overview of the various functional categories for the six sub-clusters is shown in Table 2, Gene Ontology annotations of individual clusters can be found in Additional file 1: Tables S11-S21. Strong differences in the functional categories arose upon comparison of up- and downregulated gene clusters. Within the gene cluster including genes upregulated after TSA treatment, functional categories like antigen processing, metabolism, cell membrane and cell adhesion were enriched (Additional file 1: Table S11-S14), the cluster of downregulated genes included functional categories related to chromosome organization, transcriptional processes, metabolism, and posttranslational processes (Additional file 1: Table S15). 

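H2-K1 and H2-D1, the classical MHC class I heavy chains, rose with TSA at 24 h from 271 ± 53.2 (SD, n = 6) to 1427 ± 335 (SD, n = 4) and from 303 ± 59.7 (SD, n = 6) to 1657 ± 367 (SD, n = 4). The light chain B2m rose by 1.53 on the log2 scale (standard error 0.11, adjusted p = 1.8e-07 from limma) and the peptide transporter Tap1 by 1.02 (standard error 0.18, adjusted p = 4.5e-04). At 6 h, H2-K1 rose by 1.43 (standard error 0.26, adjusted p = 0.00119) and H2-D1 by 1.42 (standard error 0.26, adjusted p = 0.00142). Of 11 tested genes of MHC class I and antigen processing, 7 rose and 1 fell with TSA at 24 h, the same numbers as when adjusted over the list alone. This list was shifted upward (camera adjusted p = 0.00157; adjusted p = 0.174 with an estimated correlation). At 6 h, 2 rose and 1 fell (camera adjusted p = 0.152). The effect of TSA on B2m was larger at 24 h than at 6 h by 1.13 (adjusted p = 0.00506).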

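L1cam, a neural cell adhesion molecule, rose with BMP2 at 24 h from 49.3 ± 11.7 (SD, n = 6) to 635 ± 30.7 (SD, n = 2). This is a log2 fold change of 3.05 (standard error 0.18, adjusted p = 1.5e-08 from limma), or 2.80 with the batch as a term (adjusted p = 2.3e-07). At 6 h it was 0.51 (standard error 0.22, adjusted p = 0.633). The matrix protein fibronectin, encoded by Fn1, rose at 24 h by 1.39 (standard error 0.22, adjusted p = 4.3e-04), or 1.50 with the batch as a term. Of 32 tested genes of extracellular matrix and adhesion, 8 rose and 3 fell with BMP2 at 24 h, the same numbers as when adjusted over the list alone. Of these 32, 5 rose and 2 fell with the batch as a term. The list as a whole did not pass (camera adjusted p = 0.106). At 6 h, 2 rose and none fell (camera adjusted p = 0.542).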

In the case of BMP2 treatment, the gene cluster of upregulated genes was enriched for functional categories associated with cell communication, cell membrane, extracellular matrix, differentiation and development (Additional file 1: Table S18-S20). Genes downregulated after BMP2 treatment were enriched in the functional categories related to cell communication and signal transduction (Additional file 1: Table S21). 

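Egfr, the receptor of epidermal growth factor, fell with BMP2 from 1226 ± 80.9 (SD, n = 2) to 285 ± 34.4 (SD, n = 2) at 6 h and from 1399 ± 498 (SD, n = 6) to 332 ± 77.7 (SD, n = 2) at 24 h. Dll1, a Notch ligand, fell by log2 fold changes of -2.09 at 6 h (standard error 0.40, adjusted p = 0.0113 from limma) and -1.45 at 24 h (standard error 0.33, adjusted p = 0.00638). The changes at 24 h with the batch as a term were -2.46 for Egfr and -1.92 for Dll1 (adjusted p = 0.00257). Of 13 tested Notch pathway genes, 1 rose and 2 fell at 6 h (3 and 3 when adjusted over the list alone), and 2 rose and 3 fell at 24 h (4 and 4). The list was not shifted (camera adjusted p = 0.542 and 0.851). The call of Dll1 at 6 h ended with any 1 of the 4 arrays left out (adjusted p up to 0.140), that at 24 h without BMP2 24 h replicate 1 (0.104), and that of Egfr at 6 h without Control 6 h replicate 1 or BMP2 6 h replicate 2 (up to 0.0611).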

The functional annotation of the sub-cluster containing genes upregulated after both treatments showed an enrichment of categories related to extracellular matrix and cell adhesion, whereas the sub-cluster of downregulated genes comprised categories related to differentiation and development (Additional file 1: Table S16-S17). 

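Fn1, encoding fibronectin, and Fbln2, a glycoprotein of basement membranes, rose with both treatments at 24 h. Fn1 rose with TSA from 56 ± 13.5 (SD, n = 6) to 265 ± 68.9 (SD, n = 4). Fbln2 went from 32.2 ± 3.6 (SD, n = 6) to 101 ± 0.119 (SD, n = 2) with BMP2 and 459 ± 187 (SD, n = 4) with TSA. Tnc, the matrix protein tenascin-C, rose with BMP2 by a log2 fold change of 2.18 (standard error 0.44, adjusted p = 0.00282 from limma) and fell with TSA by 1.42 (standard error 0.35, adjusted p = 0.00509). Of the 32 genes of extracellular matrix and adhesion, 13 rose and 7 fell with TSA at 24 h (16 and 7 when adjusted over the list alone), and the list as a whole did not pass (camera adjusted p = 0.140). With the batch as a term the calls with BMP2 ended for Fbln2 (log2 fold change 0.97, adjusted p = 0.0790) and Tnc, and that of Fbln2 also without either BMP2 array (adjusted p up to 0.107).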

As well from the list of individual genes as from the functional cluster analysis it was apparent that BMP2 and TSA treatment resulted in independent gene profiles. While TSA treatment mainly led to a regulation of transcriptional processes, BMP2 treatment rather resulted in a regulation of signal transduction processes. Even though both treatments primarily led to a different expression of genes, the downregulation of certain genes seems to reflect the similar phenotype which we had observed in both TSA- and BMP2-treated neurosphere cultures. 

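Of the myelin genes, Mag, a glycoprotein of the inner myelin membrane, fell at 24 h from 2405 ± 1579 (SD, n = 6) to 130 ± 63.5 (SD, n = 2) with BMP2 and 314 ± 295 (SD, n = 4) with TSA. Mbp, a main protein of compact myelin, fell from 8676 ± 1446 (SD, n = 6) to 2852 ± 685 (SD, n = 2) with BMP2 and 4686 ± 2952 (SD, n = 4) with TSA. Omg, an inhibitor of neurite growth, fell on the log2 scale by 2.75 at TSA 6 h (standard error 0.39, adjusted p = 2.1e-04 from limma), by 2.41 at TSA 24 h (standard error 0.25, adjusted p = 3.6e-06) and by 1.32 at BMP2 24 h (standard error 0.31, adjusted p = 0.00871). Mog, a surface glycoprotein of myelin, fell with TSA at 24 h from 373 ± 359 (SD, n = 6) to 16.7 ± 15.6 (SD, n = 4) and did not pass with BMP2 (adjusted p = 0.0572). At 24 h, Mal, a proteolipid of myelin, had adjusted p = 0.0942 with BMP2 and 0.225 with TSA, and Mobp, a basic myelin protein, had 0.0742 and 0.0592. The 24 h controls differ widely in these genes. With the batch as a term, Mal (log2 fold change -3.07, adjusted p = 3.6e-04) and Mobp (-4.76, adjusted p = 0.00171) fell with TSA. The BMP2 calls then ended for Mag (-1.55, adjusted p = 0.406), Mbp (-1.29, adjusted p = 0.192) and Omg (-1.28, adjusted p = 0.0525). The TSA call of Mbp ended without TSA 24 h replicate 3 (adjusted p = 0.0506) and that of Mog without TSA 24 h replicate 4 (0.0503), and the BMP2 calls of Mag (up to 0.221), Mbp (up to 0.226) and Omg (up to 0.111) without either BMP2 array, and for Mag also without Control 24 h replicate 3 or 4.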

While only a few primary target genes of TSA and BMP2 were clustered within the sub-clusters containing genes regulated after both treatments, it is obvious that a variety of genes involved in neural development were present, such as the oligodendrocyteproteins *Mag* (myelin-associated glyprotein), *Mal* (myelin and lymphocyte protein), *Mog* (myelin oligodendrocyte glycoprotein), *Omg* (oligodendrocyte myelin glycoprotein), *Mbp* (myelin basic protein), and *Mobp* (myelin-associated oligodendrocytic basic protein), which were downregulated in one or both treatments.

**Table 2:** Overview of the functional categories for the six sub-clusters of hierarchical clustering

**Gene cluster: TSA up-regulated**		**Gene cluster: TSA down-regulated**	
·	antigen processing	·	chromosome organization
·	metabolism	·	nucleus
·	membrane, adhesion	·	transcription
·	cell part	·	metabolism
		·	protein modification
**Gene cluster: Bmp2 up-regulated**		**Gene cluster: Bmp2 down-regulated**	
·	cell communication	·	cell communication
·	differentiation, development	·	signal transduction
·	membrane, extracellular matrix		
**Gene cluster: Bmp2, TSA up-regulated**		**Gene cluster: Bmp2, TSA down-regulated**	
·	adhesion, extracellular matrix	·	differentiation, development
		·	neurogenesis

Since the functional annotation clustering did not disclose an enrichment of direct target genes of TSA or BMP2, and because we detected the strongest overlap of regulated genes between TSA and BMP2 treatment after 24 h, we decided to perform an additional DAVID analysis including genes regulated significantly after different times of treatment. Figure 4 summarizes the clustered functional categories obtained from TSA 6 h, TSA 24 h, BMP2 6 h or BMP2 24 h experiment; only such functional annotation clusters are shown that possessed a significant enrichment score of 1.5. Gene Ontology annotations for the clusters can be found in (Additional file 1: Table S22-S26). The functional categories obtained after BMP2 6 h treatment included primarily genes with functions related to developmental processes (Figure 4C). In contrast, after 24 h treatment a more diverse set of functional categories was enriched, possessing functions in plasma membrane, cell adhesion, antigen-presenting and developmental processes (Figure 4D). 

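Hey1, a transcriptional repressor and Notch target, rose with BMP2 at 6 h from 1001 ± 289 (SD, n = 2) to 4005 ± 84.9 (SD, n = 2). Cdkn1c, an inhibitor of cyclin-dependent kinases, rose from 192 ± 18.5 (SD, n = 2) to 1758 ± 504 (SD, n = 2), with a log2 fold change of 2.97 (standard error 0.40, adjusted p = 8.2e-04 from limma). Wif1, a Wnt inhibitor, rose by 3.56 (standard error 0.26, adjusted p = 3.3e-06). Of 16 tested BMP target and feedback genes, 7 rose and none fell (13 rose when adjusted over the list alone). The list was shifted upward (camera adjusted p = 8.8e-32; adjusted p = 2.7e-06 with an estimated correlation). Among 7 cyclin-dependent kinase inhibitors, 1 rose, with a shift upward of the list (camera adjusted p = 0.00690; adjusted p = 0.0473 with an estimated correlation).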

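Nog stayed high with BMP2 at 24 h, at 696 ± 37 (SD, n = 2) against 51.2 ± 9.34 (SD, n = 6), and Hey1 rose by a log2 fold change of 1.78 (standard error 0.21, adjusted p = 2.1e-05 from limma). Cdkn1c rose by 1.61 (standard error 0.33, adjusted p = 0.00299), or 0.84 with the batch as a term (adjusted p = 0.0263), and this call ended without BMP2 24 h replicate 1 (adjusted p = 0.0715). The MHC class I genes did not pass, with log2 fold changes of 0.09 for H2-K1 (adjusted p = 0.798) and 0.27 for B2m (adjusted p = 0.219). Of the 11 tested genes of MHC class I and antigen processing, none rose and none fell (camera adjusted p = 0.851). Of the 16 BMP target and feedback genes, 14 rose and none fell (15 when adjusted over the list alone, 11 with the batch as a term). Their shift upward had a camera adjusted p of 1.6e-12 (adjusted p = 3.9e-04 with an estimated correlation). Of the 7 kinase inhibitors, 3 rose (5 when adjusted over the list alone, 2 with the batch as a term), with camera adjusted p = 0.0295 and adjusted p = 0.122 with an estimated correlation.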

After TSA 6 h treatment, categories were enriched which contained genes with functions in histone modification, chromatin organization, transcription regulation and cell cycle control (Figure 4A). 

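Dnmt3a, a de novo DNA methyltransferase, fell with TSA at 6 h from 1406 ± 95.5 (SD, n = 2) to 445 ± 76.4 (SD, n = 2), and Setd1b, a histone H3 lysine 4 methyltransferase, from 548 ± 119 (SD, n = 2) to 135 ± 1.09 (SD, n = 2). The acetyltransferases Kat2b and Crebbp fell by log2 fold changes of -1.73 (standard error 0.32, adjusted p = 0.00149 from limma) and -1.32 (standard error 0.27, adjusted p = 0.00286). Of 56 tested chromatin modifiers and remodelers other than deacetylases, 3 rose and 22 fell (3 and 24 when adjusted over the list alone). This list was shifted downward (camera adjusted p = 3.5e-05; adjusted p = 0.304 with an estimated correlation). Of 24 cell cycle genes, none rose and none fell (camera adjusted p = 0.225), among them the replication helicase gene Mcm5 at a log2 fold change of -0.92 (adjusted p = 0.357). Among the 7 kinase inhibitors, 2 rose (4 when adjusted over the list alone), with camera adjusted p = 0.0384 and adjusted p = 0.304 with an estimated correlation.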

Similar to the 24 h BMP2 treatment, the 24 h TSA treatment also showed a more diverse set of functional categories (Figure 4B). Interestingly, these categories resembled the categories enriched after BMP2 24 h treatment. This functional overlap is also reflected in functional annotation clustering of genes regulated in both BMP2 24 h and TSA 24 h samples. Clusters with genes involved in functions in plasma membrane, cell adhesion, cell communication, as well as genes involved in developmental processes were enriched (Figure 4E). This suggests that genes regulated after 6 h directly reflected the well-established activity on gene regulation mediated by histone deacetylase inhibition, but that after 24 h already a secondary biological effect may have been observed.

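Wnt5a, a secreted Wnt ligand, fell with TSA at 6 h (a call lost without any 1 of 3 of the 4 arrays) and rose at 24 h, a log2 difference of 1.92 between the effects (adjusted p = 0.0038 from limma). The effect was higher at 24 h by 2.01 for the matrix protein gene Fbln2 (adjusted p = 0.0056) and by 1.50 for Dkk3, a secreted glycoprotein of the Dickkopf family (adjusted p = 0.024). It went the other way for the matrix protein gene Tnr, with -2.55 (adjusted p = 0.027), and for the transporter gene Slc1a1, with -2.36 (adjusted p = 0.0046). The fall of Dnmt3a was smaller at 24 h, by 1.12 (adjusted p = 0.0055). Of the tested probe sets whose TSA effect differed between the times, 840 were higher and 1075 lower at 24 h. Without TSA 6 h replicate 2 their total was 430.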

**Figure 4:**
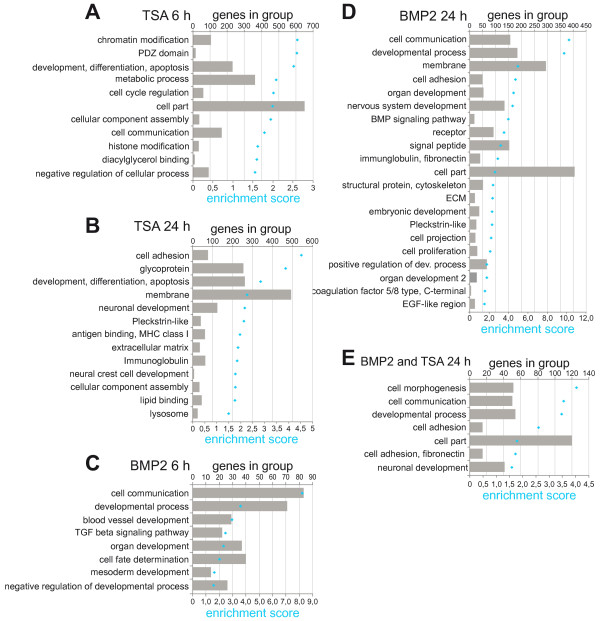
** Functional annotation clustering of BMP2 and TSA treated neurosphere cultures at different time points.** Differentially expressed genes (relative expression >2-fold and absolute difference >100. comparing treated and control sample, confidence >90%) are functionally clustered using DAVID Database. Functional groups with an enrichment score >1.5 are exhibited. The enrichment score is the geometric mean (in -log scale) of member's p-values in a corresponding annotation cluster. The number of genes in each cluster is represented as bars, the corresponding enrichment scores are illustrated as dots. Functional annotation of genes altered in individual treatments with TSA after 6 h (**A**) and 24 h (**B**), BMP2 after 6 h (**C**) and 24 h (**D**) as well as of intersectional genes regulated after treatment with BMP2 24 h and TSA 24 h (**E**) are displayed.

### Validation of the microarray data with mRNA expression analysis

For validation of the microarray data, we selected several genes and performed quantitative RT-PCR. *Gpr17* (Figure 5G), *Bambi* (Figure 5H), *Smad7* (Figure 5E) and *Bmp4* (Figure 5B) were chosen from the lists of genes regulated in both TSA and BMP2 treatment. In order to obtain a more detailed view of the regulatory response, one additional time point and two additional TSA concentrations were used (10, 25, or 50nM TSA or 10 ng/ml BMP2; 6 h, 12 h or 24 h). All selected genes showed consistent expression patterns in RT-PCR and the microarray experiments, although fold-changes determined in the microarray analysis and the quantitative RT-PCR differed significantly. In addition to *BambiSmad7* and *Bmp4*, known to be involved in BMP signaling, we decided to analyze the expression of *Bmp2* (Figure 5A) and the BMP target genes *Id1* (Figure 5C) and *Id2* (Figure 5D). While *Bmp4* was downregulated upon TSA treatment (Figure 5B), the expression of *Bmp2* was significantly upregulated in a concentration dependent manner after 6 h, but not after 12 and 24 h (Figure 5A). Surprisingly, *Id1* and *Id2* expression was downregulated at 6 h, but increased after 12 h, resulting in a similar level of expression compared with BMP2-treated cells after 24 h, suggesting a partial BMP signaling-independent effect on Id expression. We furthermore investigated *Stat3* (signal transducer and activator of transcription 3) (Figure 5F), known to be an upstream regulator of BMP expression [34] but also to co-regulate astrocyte specific genes through the formation of a STAT3-p300-Smad complex [35]. We also decided to analyze *Wnt5a* (wingless-related MMTV integration site 5A) (Figure 5I) and *Wisp1* (WNT1 inducible signaling pathway protein 1) (Figure 5J), both of which are involved in Wnt signaling and are known to act upstream of BMP signaling [36]. *Stat3* (Figure 5F), as well as *Wnt5a* (Figure 5I) and *Wisp1* (Figure 5J), were significantly upregulated upon TSA treatment in a time and concentration dependent manner.

**Figure 5:**
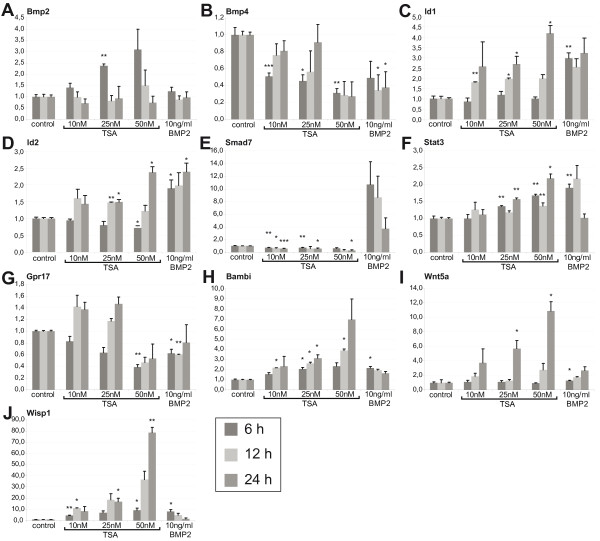
** Quantitative real-time PCR.** Total RNA was extracted from TSA and BMP2 treated neurosphere cultures. Neurosphere cultures were cultured for 7 days and subsequently dissociated and plated out in monolayers. Cells were treated with TSA (10, 25, 50nM) or 10 ng/μl BMP2 from 1.5-2.5 days after plating. Total RNA was collected 6, 12 or 24 h upon treatment. Reverse-transcript cDNA was analyzed using primer recognizing the following genes: *Bmp2* (**A**), *Bmp4* (**B**), *Id1* (**C**), *Id2* (**D**), *Smad7* (**E**), *Stat3* (**F**). *Gpr17* (**G**), *Bambi* (**H**), *Wnt5a* (**I**), *Wisp1* (**J**) and Primer recognizing *beta-Actin* and *Gapdh* were used for normalization. Shown values represent the mean (+/− SEM) of three individual experiments (6 h and 24 h) or two individual experiments (12 h). * = p < 0.05, ** = p < 0.01, *** = p < 0.001, Student’s *T*-test.

### Validation of the microarray data with protein analysis

Based upon the upregulation of *Stat3* mRNA expression (Figure 5F), and its known role in BMP2-triggered astrogliogenesis, we performed Western blot analysis of Stat3 and other proteins known to be involved in signaling during astrogliogenesis. We investigated the phosphorylation of Smad1/5/8, known mediators of BMP signaling, Stat3, and Gsk3-beta, a signaling protein in the canonical Wnt signaling pathway (Figure 6). Smad1/5/8 was phosphorylated in the BMP2 treated samples after 6, 12 and 24 h, but TSA treatment did not lead to Smad1/5/8 phosphorylation (Figure 6A). In contrast, pStat3 was strongly induced after TSA treatment (25nM and 50nM), showing an increase from 6 h to 24 h, while BMP2 treatment did not induce Stat3 phosphorylation (Figure 6A). Treatment with TSA led to a strong reduction of Gsk3-beta phosphorylation after 24 h, whereas almost no change could be detected after 6 h and phosphorylation was rather increased after 12 h (Figure 6B). The concentration of pGsk3-beta was quantified using an ArrayTube™ (Alere Technologies, Jena, Germany) based sandwich ELISA microarray. Interestingly, the sandwich ELISA microarray disclosed a clear regulation of Erk2 phosphorylation upon both BMP2 and TSA treatment (Figure 6C). At the 6 h and 12 h time point pErk2 was induced in a concentration dependent manner after TSA treatment, but also after BMP2 treatment. After 24 h of treatment the pErk2 signal clearly decreased, which suggested that pErk2 is involved in the early signaling following BMP2 and TSA treatment.

**Figure 6:**
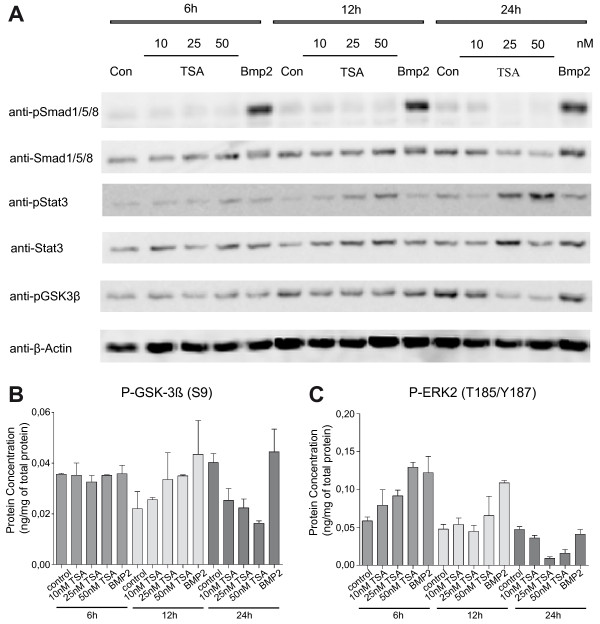
** Western Blot and ELISA Microarray.** Proteins were extracted from TSA (10, 25, 50nM) and BMP2 (10 ng/μl) treated neurosphere cultures 6, 12 or 24 h after treatment. Western Blot for pSmad1/5/8, Smad1/5/8, pStat3, Stat3, pGsk3-beta was performed. Beta-Actin was used as control (**A**). Phosphorylated proteins were quantified using an ArrayTube™ (Alere Technologies, Jena, Germany) based sandwich ELISA microarray. Concentration of pGsk3-beta (**B**) and pErk2 (**C**) in relation to total protein content is presented.

## Discussion

We previously demonstrated that treatment of neuronal precursor cells derived from the ganglionic eminences (GE) with BMP2 or TSA resulted in a reduction in the generation of neurons and oligodendrocytes and in an increase in the production of astrocytes [27]. In this study, we performed gene expression profiling upon cultures treated with either BMP2 or TSA in order to identify common genes and signaling pathways regulating the differentiation of GE neural precursor cells. The fact that treatment with BMP2 or TSA resulted in identical cell fates was reflected in the gene expression data by a significant overlap of regulated genes. Comparing the 6 h and 24 h experiments, it became obvious that the overlap of regulated genes between both treatments increased with the duration of time. After 6 h the gene expression profile between BMP2 and TSA treatment differed significantly. Short treatment with TSA resulted in regulation of genes related to histone/chromatin modification, drug response, and fundamental cellular functions, whereas BMP2 treatment led to an early regulation of developmental processes via activation of BMP signaling. This difference in the early response confirms the specificity of both treatments. 

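At 6 h, Nog was lower with TSA than with BMP2 by a log2 difference of -5.25 (standard error 0.18, adjusted p = 8.5e-11 from limma). Hspa1b, an inducible heat shock protein, was higher with TSA by 2.95 (standard error 0.22, adjusted p = 1.2e-06). Macroh2a2, a histone variant of repressed chromatin, differed by -2.97 (standard error 0.23, adjusted p = 1.4e-06), and the methyltransferase gene Dnmt3a by -1.27 (standard error 0.18, adjusted p = 1.5e-04). In this comparison of TSA with BMP2, 14 of the 16 BMP target and feedback genes were lower with TSA and none higher, the same numbers as when adjusted over the list alone (camera adjusted p = 4.9e-11; adjusted p = 7.1e-04 with an estimated correlation).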

Treatment with the small molecule inhibitor TSA elicits an induction of stress response genes, including heat shock proteins (*Hspa1b, Hspa1a* (heat shock protein 1A/B)) [37], oxidative stress (*Gstt3* (glutathione S-transferase, theta 3), *Txnip* (thioredoxin interacting protein)) [38,39] and damage response genes (Ier3 (immediate early response 3), *Pmaip1* (phorbol-12-myristate-13-acetate-induced protein 1)) [40]. 

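Hspa1a and Hspa1b, the inducible heat shock proteins of the Hsp70 family, rose with TSA at 6 h from 36.2 ± 0.408 (SD, n = 2) to 426 ± 126 (SD, n = 2) and from 174 ± 1.73 (SD, n = 2) to 1575 ± 359 (SD, n = 2). At 24 h their log2 fold changes were 0.91 and 0.91, lower than at 6 h, with differences of -1.81 (adjusted p = 0.0017 from limma) and -2.03 (adjusted p = 0.00069). Txnip, an inhibitor of thioredoxin, rose by 2.54 at 6 h (standard error 0.37, adjusted p = 2.9e-04) and 1.55 at 24 h (standard error 0.24, adjusted p = 1.5e-04). Ier3, an early response gene, rose by 2.35 and 2.10, and Pmaip1, a p53 target that promotes apoptosis, by 2.16 and 1.95. Gstt3, a glutathione transferase, had signals under 100 at 6 h, 52.5 ± 16.1 (SD, n = 2) against 5.51 ± 2.83 (SD, n = 2), and rose from 5.39 ± 2.16 (SD, n = 6) to 162 ± 87.7 (SD, n = 4) at 24 h. All 6 genes passed as raised at both times of TSA, also when adjusted over the list alone, and since the study chose them on these arrays this is not independent evidence. Their shift upward had a camera adjusted p of 6.2e-06 at 6 h and 3.6e-05 at 24 h (adjusted p = 0.200 and 0.174 with an estimated correlation). Of 15 heat shock genes from textbook knowledge, 5 rose and none fell at 6 h, and 5 rose and 4 fell at 24 h (camera adjusted p = 0.125 and 0.709). The call of Gstt3 at 6 h ended with any 1 of the 4 arrays left out (adjusted p up to 0.257).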

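Macroh2a2, a histone variant of repressed chromatin, fell with TSA from 590 ± 77.3 (SD, n = 2) to 38.7 ± 4.96 (SD, n = 2) at 6 h and from 458 ± 97 (SD, n = 6) to 87.5 ± 20.2 (SD, n = 4) at 24 h. Kmt5b, a histone H4 methyltransferase, fell by log2 fold changes of -2.70 (standard error 0.20, adjusted p = 2.2e-06 from limma) and -1.50 (standard error 0.13, adjusted p = 5.8e-07). Chd3, a chromatin remodeler of the NuRD complex, fell by 1.40 at 6 h (standard error 0.20, adjusted p = 2.6e-04) and 1.62 at 24 h (standard error 0.13, adjusted p = 3.9e-07). Of 56 chromatin modifiers and remodelers, 4 rose and 24 fell with TSA at 24 h (4 and 27 when adjusted over the list alone). The list was shifted downward (camera adjusted p = 0.00157; adjusted p = 0.480 with an estimated correlation). With BMP2, none rose and 1 fell at 6 h, and 2 rose and 2 fell at 24 h.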

A dominant effect of TSA treatment is the regulation of chromatin organization and remodeling genes, which are significantly enriched (p-value <10^-6^). The distribution of GO groups regulated by TSA is comparable to published data [41].

After 24 h, both treatments resulted in a more similar expression profile, not just by an overlap of individual genes but also through the alteration of several groups of genes regulating cell communication, cell adhesion and developmental processes. 

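Fzd7, a Wnt receptor, rose in all 4 comparisons, at 24 h from 174 ± 34.8 (SD, n = 6) to 386 ± 67.4 (SD, n = 2) with BMP2 and 391 ± 30.1 (SD, n = 4) with TSA. Its log2 fold change at BMP2 24 h with the batch as a term was 0.82 (adjusted p = 0.00906 from limma). Pdgfra, the receptor of platelet-derived growth factor on oligodendrocyte progenitors, fell at 24 h from 2515 ± 308 (SD, n = 6) to 305 ± 62.3 (SD, n = 2) with BMP2 and 1261 ± 229 (SD, n = 4) with TSA. By the adjusted limma p, 1474 probe sets changed with both treatments at 24 h. Of these, 460 rose with both, 603 fell with both and 411 were opposed. The treatments share their controls, which by itself moves both effects the same way. Over all tested probe sets a share of 0.492 had effects of the same sign at 24 h. Simulated arrays without a treatment effect gave 0.628 on average (range 0.340 to 0.863). As they hold no treatment effects, they cannot tell whether the treatments agree less than unrelated effects would. With the batch as a term the treatments do not share their controls. There were then 960 probe sets changed with both treatments, of which 362 rose with both, 400 fell with both and 198 were opposed. The call of Fzd7 at BMP2 6 h (log2 fold change 0.93, adjusted p = 0.0307) ended with any 1 of the 4 arrays left out (adjusted p up to 0.501).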

As shown previously, a 24hour treatment with TSA just before bFGF withdrawal was sufficient to promote astrogliogenesis and inhibit the birth of neurons and oligodendrocytes in GE-derived precursor cultures [27]. Together with the results from gene expression profiling it can be assumed that a short treatment with TSA stimulates these cell fate decisions through epigenetic modification that lead to the up- and downregulation of the corresponding developmental genes, though it is also possible that the effect does not occur at the transcriptional level, but rather through acetylation of cytoplasmic or nuclear non-histone proteins. The stronger correlation in the 24 h gene expression data set between TSA- and BMP2-treated cultures reveals that even if the early gene expression response to the treatment differs dramatically, similar downstream processes are induced, resulting in a comparable cell fate phenotype.

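Egfr, the receptor of epidermal growth factor, rose with TSA at 24 h to 2339 ± 352 (SD, n = 4), and differed from BMP2 by 2.71 on the log2 scale (standard error 0.29, adjusted p = 7.3e-06 from limma), or 3.53 with the batch as a term. Cdkn1c, the kinase inhibitor gene, fell with TSA to 140 ± 21.5 (SD, n = 4), a difference of -2.45 from BMP2 (standard error 0.35, adjusted p = 8.4e-05), or -1.30 with the batch as a term (adjusted p = 0.00581). Hopx had a signal of 131 ± 33.4 (SD, n = 4) with TSA, a difference of -4.75 (standard error 0.27, adjusted p = 1.4e-08), or -4.10 with the batch as a term. Across the tested probe sets, which are not independent replicates, Pearson's correlation between the log2 fold changes of BMP2 and TSA was 0.168 at 6 h and 0.154 at 24 h, and 0.31 at 24 h with the batch as a term. With the batch as a term each treatment has the controls of its own batch, so the following simulations do not apply to that 0.31. In the other values both treatments share their controls. Simulated arrays without a treatment effect gave a mean correlation of 0.437 at 6 h (range -0.655 to 0.985) and 0.362 at 24 h (range -0.502 to 0.936). As they hold no treatment effects, they cannot tell whether the correlations found are lower than unrelated effects would give. The covariance was 0.031 at 6 h, against 0.046 in these simulations (range -0.046 to 0.282), and 0.053 at 24 h, against 0.016 (range -0.029 to 0.095). With 3 separate controls for each treatment at 24 h, the correlation was -0.13 to 0.31. It was -0.13 to -0.11 where controls 5 and 6 both went to TSA, and 0.27 to 0.31 where both went to BMP2. Where they were divided between the treatments it was 0.09 to 0.16. The paper gives no coefficient for its stronger correlation at 24 h. From that correlation, the paper concludes that similar processes follow downstream, although the early responses differ. The call of Cdkn1c at TSA 24 h ended without TSA 24 h replicate 1 (adjusted p = 0.0565).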

BMPs can enhance neurogenesis or gliogenesis depending upon the developmental stage or brain localization. During mid-gestation BMPs are neurogenic [9,10], whereas in late prenatal and postnatal stages they are astrogliogenic [5,6]. The data from gene expression profiling revealed however a surprising downregulation of BMP signaling genes after TSA or BMP2 treatment. 

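Id3, an inhibitor of basic helix-loop-helix factors, fell with TSA by log2 fold changes of -1.71 at 6 h (standard error 0.50, adjusted p = 0.0209 from limma) and -2.01 at 24 h (standard error 0.32, adjusted p = 1.9e-04). With BMP2 at 24 h it rose by 1.39 (standard error 0.40, adjusted p = 0.0275), a call that ended with the batch as a term (1.03, adjusted p = 0.235). The signal of Bmp2 itself was under the limit for testing, at 40.1 ± 4.81 (SD, n = 2) with TSA and 19.6 ± 2.54 (SD, n = 2) in the controls at 6 h, and 22 ± 6.73 (SD, n = 4) and 20.5 ± 13.6 (SD, n = 6) at 24 h. Of 11 tested BMP ligands, receptors and Smads, 1 rose and 6 fell with TSA at 6 h (1 and 7 when adjusted over the list alone), and 1 rose and 3 fell at 24 h. The list was shifted downward at 6 h (camera adjusted p = 0.0192; adjusted p = 0.304 with an estimated correlation) and not at 24 h (camera adjusted p = 0.598). With BMP2, 2 rose and 1 fell at 6 h, and 4 rose and 1 fell at 24 h. Of the 16 BMP target and feedback genes, 1 rose and 5 fell with TSA at 6 h, and 4 rose and 7 fell at 24 h (camera adjusted p = 0.0713 and 0.598). The call of Id3 at TSA 6 h ended without Control 6 h replicate 1 or TSA 6 h replicate 2 (adjusted p up to 0.282), and that at BMP2 24 h also without either BMP2 array (up to 0.183).

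**Figure D1:**
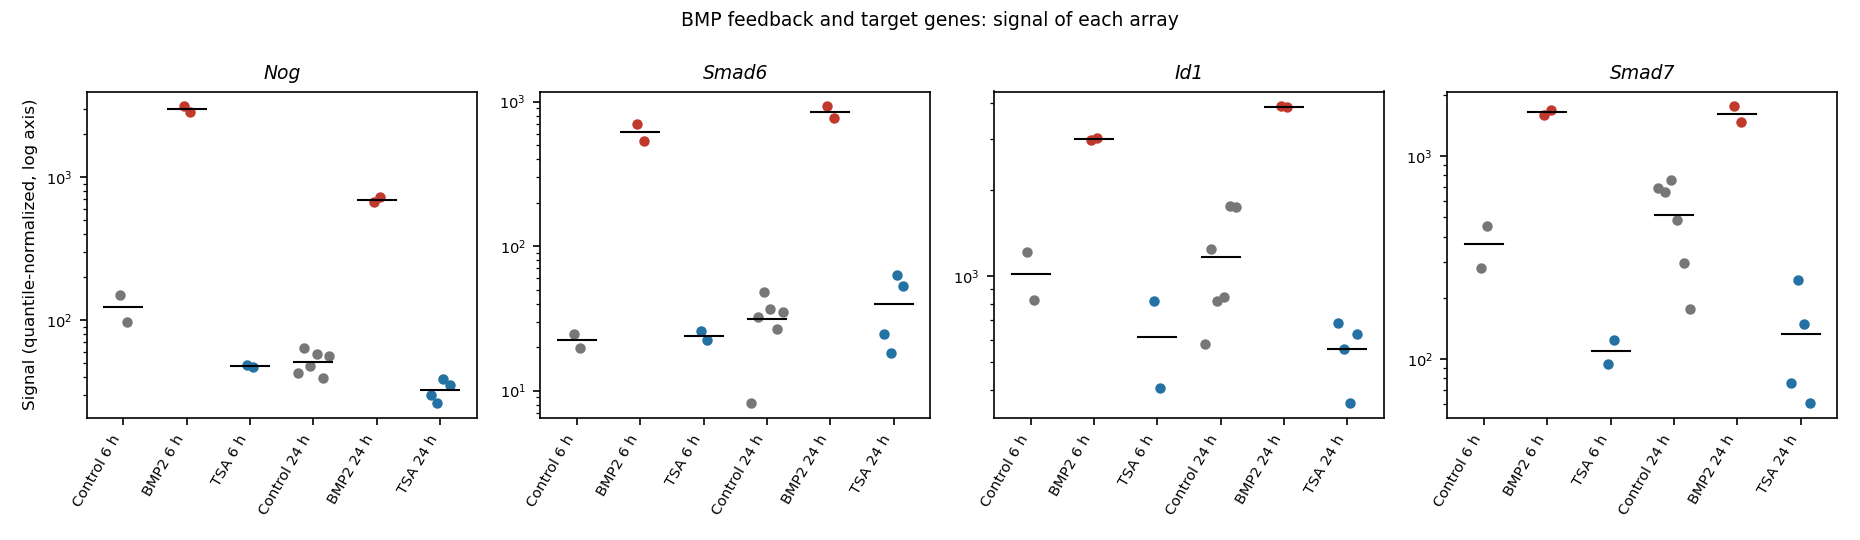
Signal of Nog, Smad6, Id1 and Smad7 on each of the 18 arrays (points), quantile-normalized and on a log axis, by treatment and time; the line is the mean of the group. The BMP2 arrays lie above all controls of their time for each of the 4 genes.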

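The receptor genes Bmpr1a and Bmpr1b fell with TSA at 6 h and did not pass at 24 h. Bmpr1a went from 2366 ± 182 (SD, n = 2) to 1395 ± 80.6 (SD, n = 2) at 6 h, and at 24 h was 2427 ± 213 (SD, n = 4) against 2372 ± 294 (SD, n = 6). Bmpr1b went from 816 ± 158 (SD, n = 2) to 241 ± 20.5 (SD, n = 2) at 6 h, and at 24 h was 814 ± 284 (SD, n = 4) against 897 ± 157 (SD, n = 6). The effects differed between the times by 0.79 (adjusted p = 0.0076 from limma) and 1.45 (adjusted p = 0.016). With BMP2, Bmpr1a rose by 0.59 at 6 h (standard error 0.13, adjusted p = 0.0383) and 0.78 at 24 h (standard error 0.11, adjusted p = 1.4e-04), or 0.80 with the batch as a term. Ccn2, a matricellular protein formerly named Ctgf, rose with TSA at 24 h from 183 ± 130 (SD, n = 6) to 988 ± 340 (SD, n = 4), and at TSA 6 h its log2 fold change was 0.95 (adjusted p = 0.458). With BMP2, Ccn2 rose by 3.85 at 6 h (standard error 0.82, adjusted p = 0.0248) and 2.68 at 24 h (standard error 0.67, adjusted p = 0.0120), or 3.92 with the batch as a term. The BMP2 6 h calls of Bmpr1a and Ccn2 ended with any 1 of the 4 arrays left out (adjusted p up to 0.420 and 0.256), and that of Ccn2 at 24 h without BMP2 24 h replicate 1 (0.283).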

*Bmp4* and the receptors *Bmpr1a* and *Bmpr1b* were significantly downregulated in response to TSA, whereas BMP signaling inhibitors, like *BambiCtgf* (connective tissue growth factor) and *Fst*, were significantly upregulated. 

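Nog, the secreted BMP antagonist, fell with TSA at 6 h. Its signal was 47.8 ± 1.33 (SD, n = 2), a log2 fold change of -0.94 (standard error 0.18, adjusted p = 0.00185 from limma). At 24 h it was 32.4 ± 5.4 (SD, n = 4) against 51.2 ± 9.34 (SD, n = 6), under 100 in both groups. Smad6, an inhibitory Smad, had signals of 24 ± 2.5 (SD, n = 2) against 22.3 ± 3.51 (SD, n = 2) at 6 h and 39.6 ± 21.6 (SD, n = 4) against 31.1 ± 13.3 (SD, n = 6) at 24 h, all under 100, so that a decrease of Smad6 with TSA could not be measured.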

Only the BMP signaling inhibitor *Smad7* was significantly downregulated after TSA treatment. This indicates that both TSA and BMP2 initiate both a direct, positive response activating the downstream BMP signaling pathway as well as a subsequent negative feedback loop that results in induction of BMP signaling inhibitors and downregulation of BMP4 and its receptors. This clear inactivation of further BMP signaling could reflect the transition between differentiation states, which requires changes in sensitivity to BMP signals. Sensitivity to growth factors as well as the duration of signals plays an important role for BMP- and TGF-beta family signaling in development. Established mechanisms include selective expression and degradation of receptors and in particular a range of mechanisms to control the duration of the signal of activated regulatory Smads (Smad1/5/8, Smad2/3) through negative feedback mechanisms, including expression of inhibitor Smads (Smad6 and Smad7) and dephosphorylation and degradation of regulatory Smads [42].

Interestingly, our gene expression profiling did not show an increase in astrocyte-specific genes. Classic markers known to be upregulated during astrocyte differentiation were either not regulated (e.g. *Gfap* (Glial fibrillary acidic protein)), or were downregulated (e.g. S100ß (S100 protein, beta polypeptide)). This prompted us to look more closely at the array data and indeed we were able to identify two transcription factors, *Id1* and *Id2*, whose expression levels did not significantly change in the array studies but whose expression was documented to significantly increase upon either BMP2 or TSA treatment. 

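Gfap, the intermediate filament of astrocytes, passed in no comparison. Its signal at 24 h was 547 ± 572 (SD, n = 2) with BMP2, 3969 ± 486 (SD, n = 4) with TSA and 1680 ± 1142 (SD, n = 6) in the controls, at adjusted p = 0.295 and 0.0754 from limma. S100b, a calcium-binding protein of glia, fell by log2 fold changes of -1.67 at BMP2 24 h (standard error 0.36, adjusted p = 0.00413), or -1.55 with the batch as a term, -1.93 at TSA 6 h (standard error 0.44, adjusted p = 0.00516) and -2.46 at TSA 24 h (standard error 0.28, adjusted p = 8.8e-06). Gja1, the main gap junction protein of astrocytes, fell with BMP2 at 24 h from 5678 ± 1040 (SD, n = 6) to 2768 ± 52.3 (SD, n = 2). Of 24 tested astrocyte genes, none rose and 7 fell with BMP2 at 24 h (1 and 8 when adjusted over the list alone), and 2 rose and 3 fell with the batch as a term. With TSA, 1 rose and 6 fell at 6 h, and 2 rose and 3 fell at 24 h (camera adjusted p = 0.598). The list was shifted downward at BMP2 24 h (camera adjusted p = 0.0295; adjusted p = 0.757 with an estimated correlation) and TSA 6 h (camera adjusted p = 0.0240; adjusted p = 0.426 with an estimated correlation). The call of S100b ended at BMP2 24 h without BMP2 replicate 2 (adjusted p = 0.0728) and at TSA 6 h without TSA replicate 1 (0.0681).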

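Id1, an inhibitor of basic helix-loop-helix factors and target of BMP signals, rose with BMP2 at 24 h from 1164 ± 500 (SD, n = 6) to 3896 ± 8.39 (SD, n = 2), and by a log2 fold change of 1.14 with the batch as a term (adjusted p = 0.0442 from limma). At 6 h its signal was 3008 ± 26.4 (SD, n = 2) with BMP2 and 1019 ± 274 (SD, n = 2) in the controls (adjusted p = 0.135). With the batch as a term Id1 passed at BMP2 6 h as well. Id2, of the same family, rose with BMP2 at 24 h from 4072 ± 416 (SD, n = 6) to 6916 ± 304 (SD, n = 2) (adjusted p = 0.0337), a call that ended with the batch as a term (adjusted p = 0.0670). At 6 h it was 6205 ± 145 (SD, n = 2) against 3443 ± 325 (SD, n = 2) (adjusted p = 0.284). With TSA, the log2 fold changes of Id1 were -0.76 at 6 h (adjusted p = 0.251) and -0.94 at 24 h (standard error 0.29, adjusted p = 0.0183), or -0.60 with the batch as a term (adjusted p = 0.0646). Id2 fell with TSA by 0.83 at 6 h (standard error 0.28, adjusted p = 0.0464) and 0.77 at 24 h (standard error 0.18, adjusted p = 0.00421). Calls ended for Id1 without TSA 24 h replicate 3 (adjusted p = 0.0709), and for Id2 without 3 of the 4 arrays of TSA 6 h (up to 0.377) and 5 of the 8 of BMP2 24 h (up to 0.233).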

BMP2 has previously been shown to cause upregulation of *Id1* and *Id2*[43], and forced expression of either gene can inhibit neurogenesis in telencephalic cultures [8], suggesting that these two factors play a role in the BMP-promoted switch from neurogenesis to astrogliogenesis. In addition, we could demonstrate significant increases in the mRNA and protein levels of Stat3 and also in its phosphorylated, transcriptionally active form. This is of particular relevance for astrogliogenesis as Stat3 has been shown to functionally interact with the BMP2-responsive transcription factor Smad1/5/8 at the p300 transcriptional coactivator and thereby synergistically promote astrogliogenesis [35]. How TSA promotes an increase in Stat3 levels is unclear at this point, but we have uncovered evidence that the acetylation of Stat3 is regulated by TSA-mediated HDAC inhibition (data not shown).The transient activation of Erk2 in response to BMP2 and TSA treatment could play a role in the control of the duration of activated Smad1/5/8 signals. Erk2, but also other kinases, including Gsk3-beta, are involved in the control of Smad signals through Smad linker phosphorylation [44,45]. Phosphorylation of the linker region by Erk2 and Gsk3-beta targets regulatory Smads for ubiquitinylation and proteasomal degradation [44,45]. The observed activation of Erk2 should lead to a more rapid degradation of activated Smads, which can be further modulated by Gsk3-beta. Thus, induction of Erk2 by phosphorylation would contribute to termination of BMP signals [44,45].

Analysis of the genes upregulated in response to TSA and BMP2 treatment revealed several genes known to be expressed in neurons. Most of these genes are not markers or regulators of basic neurogenesis, but are rather involved in maturation processes or establishment of the neuronal network, such as neurite outgrowth, axon guidance and synapse maturation and function. 

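Snap25 and Syp, proteins of synaptic vesicle release, rose with TSA at 24 h, Snap25 from 63.1 ± 20.2 (SD, n = 6) to 362 ± 178 (SD, n = 4), and Syp by a log2 fold change of 0.67 (standard error 0.14, adjusted p = 0.00172 from limma). Stmn2, a microtubule regulator of growing neurites, rose at TSA 24 h by 1.61 (standard error 0.41, adjusted p = 0.00667), and the neurofilament gene Nefm at TSA 6 h by 1.76 (standard error 0.35, adjusted p = 0.00224). Dcx, a microtubule protein of migrating young neurons, fell with TSA from 1140 ± 231 (SD, n = 2) to 276 ± 90.6 (SD, n = 2) at 6 h and from 916 ± 177 (SD, n = 6) to 111 ± 57.7 (SD, n = 4) at 24 h. Dlx1, a homeodomain factor of ganglionic-eminence neurons, fell by 2.54 at 6 h and 1.46 at 24 h. Tubb3, a tubulin of neurons, fell at TSA 24 h by 1.44 (standard error 0.34, adjusted p = 0.00400) and rose at BMP2 24 h by 1.48 (standard error 0.43, adjusted p = 0.0281). With the batch as a term the BMP2 calls ended for Tubb3 (0.72, adjusted p = 0.380) and Snap25 (1.25, adjusted p = 0.105). Of 21 synapse and neurite genes, 5 rose and 2 fell with TSA at 6 h (5 and 3 when adjusted over the list alone), and 5 rose and 2 fell at 24 h. With BMP2 at 24 h, 5 rose and none fell (6 rose when adjusted over the list alone), and none passed with the batch as a term. The list was not shifted with TSA (camera adjusted p = 0.959 and 0.614) or with BMP2 at 24 h (0.361). Of 17 genes of neuronal differentiation in the ganglionic eminence, none rose and 8 fell with TSA at 6 h (9 fell when adjusted over the list alone; camera adjusted p = 2.3e-04; adjusted p = 0.304 with an estimated correlation). At 24 h, 1 rose and 5 fell (camera adjusted p = 0.130). The call of Dlx1 at 6 h ended without Control 6 h replicate 1 or TSA 6 h replicate 2 (adjusted p up to 0.0718), and that of Tubb3 at BMP2 24 h also without either BMP2 array (up to 0.236).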

The fact that we see an upregulation of these genes can be possibly explained by the developmental age of the cultures, which were derived from E15.5 GE. At this time point neurogenesis has reached its peak, before radial glia cells in GE start to generate astrocytes [46,47]. It is possible that both TSA and BMP2 are upregulating the expression of functional neuronal genes in those precursors that have already committed to the neuronal fate or have already been born as neurons. The cultures in our experiments were treated at 2.5 DIV, and a small amount of neurogenesis has already occurred at this time point [27]. In addition, it is known that markers of maturing neurons already begin to be expressed by neuronal progenitors [48,49].

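Sox10, a transcription factor of the oligodendrocyte lineage, fell at 24 h from 1671 ± 472 (SD, n = 6) to 243 ± 40.9 (SD, n = 2) with BMP2 and 336 ± 230 (SD, n = 4) with TSA. Nkx2-2, another factor of this lineage, fell with TSA from 1528 ± 184 (SD, n = 2) to 129 ± 53.8 (SD, n = 2) at 6 h and from 800 ± 196 (SD, n = 6) to 106 ± 69.5 (SD, n = 4) at 24 h. Myrf fell at 24 h by log2 fold changes of -3.54 with BMP2 (standard error 0.56, adjusted p = 3.7e-04 from limma), or -3.37 with the batch as a term, and -2.80 with TSA (standard error 0.44, adjusted p = 1.7e-04). Enpp6 fell by 2.84 with BMP2 (standard error 0.56, adjusted p = 0.00237), with -3.43 with the batch as a term, and fell by 3.31 with TSA (standard error 0.44, adjusted p = 3.9e-05). Bcas1 fell by 3.49 with BMP2 and fell by 2.60 with TSA. Of the 12 oligodendrocyte and myelin genes that the study names, none rose and 10 fell with TSA at 24 h (11 fell when adjusted over the list alone), and 5 fell at 6 h (6 when adjusted over the list alone). The study chose these genes on these arrays, so the counts are not independent evidence. Their shift downward had a camera adjusted p of 9.9e-06 at 24 h and 0.00492 at 6 h (adjusted p = 0.204 and 0.387 with an estimated correlation). The TSA 6 h calls of Sox10 (log2 fold change -1.48) and Myrf (-2.02) ended with any 1 of the 4 arrays left out (adjusted p up to 0.244 and 0.186).

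**Figure D2:**
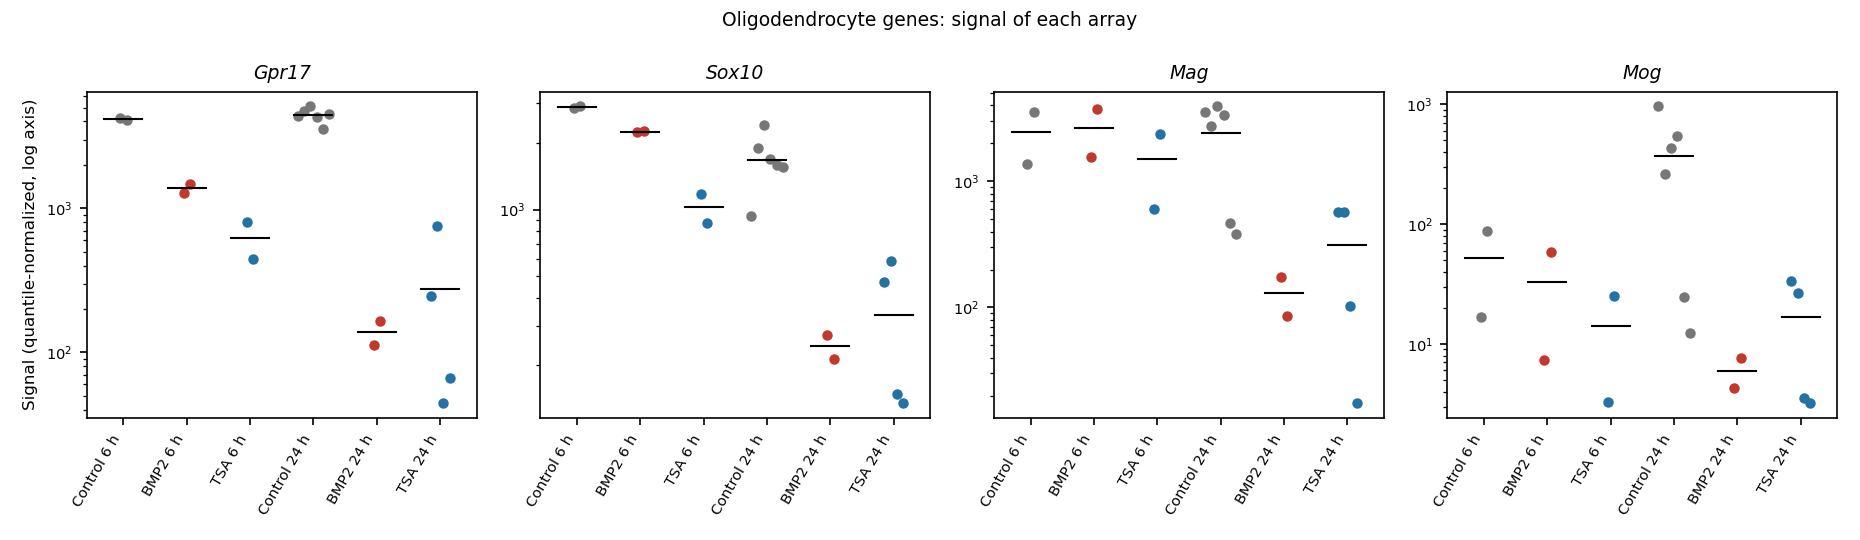
Signal of Gpr17, Sox10, Mag and Mog on each of the 18 arrays (points), quantile-normalized and on a log axis, by treatment and time; the line is the mean of the group. At 24 h the BMP2 and TSA arrays lie below all 6 controls for Gpr17 and Sox10.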

TSA and BMP2 treatment results in a drastic downregulation of genes known to be specific for oligodendrocytes, such as *Sox10* (SRY-box containing gene 10) and *Nkx2-2* (NK2 transcription factor related, locus 2), a variety of genes involved in myelinization *MagMalMogOmgMbpMobpGm98*, and other genes known to be highly expressed in oligodendrocytes, such as *Gpr17Bcas1*, and *Enpp6*[50]. The fact that genes involved in myelinization were strongly regulated explains the appearance of membrane-related GO terms in the functional annotation clustering. The downregulation of oligodendrocyte specific genes in our experiments is in accordance with a reduction of oligodendrocytes that was observed by ourselves [27] and others [19]. Many of these oligodendrocyte specific genes were not only significantly down-regulated upon TSA treatment but also after BMP2 treatment, especially after 24 h. This also corresponds with previous reports showing that BMPs promote the production of astroglia while inhibiting oligodendrocyte differentiation [7]. 

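Pdgfra, the growth factor receptor of oligodendrocyte progenitors, fell with BMP2 by log2 fold changes of -0.98 at 6 h (standard error 0.23, adjusted p = 0.0454 from limma) and -2.92 at 24 h (standard error 0.19, adjusted p = 4.0e-08), or -2.88 with the batch as a term. The difference between the times was -1.94 (adjusted p = 0.0041), and the call at 6 h ended with any 1 of the 4 arrays left out (adjusted p up to 0.653). Olig1, a helix-loop-helix factor of the lineage, passed in no comparison, with log2 fold changes at 24 h of -0.23 with BMP2 (adjusted p = 0.0825) and 0.05 with TSA (adjusted p = 0.585). Nkx2-2 fell at BMP2 24 h by 1.64 (standard error 0.33, adjusted p = 0.00307), with -1.33 with the batch as a term (adjusted p = 0.0461), and this call ended without BMP2 24 h replicate 2 (adjusted p = 0.0702). Of the 12 genes that the study names, 9 fell and none rose with BMP2 at 24 h (12 fell when adjusted over the list alone), and 6 with the batch as a term (7 when adjusted over the list alone). At 6 h none passed. Their shift downward at 24 h had a camera adjusted p of 9.0e-09, and of 1.8e-05 with the batch as a term (adjusted p = 0.157 and 0.489 with an estimated correlation). Of 15 further oligodendrocyte lineage genes from textbook knowledge, 8 fell with BMP2 at 24 h (10 when adjusted over the list alone), or 6 with the batch as a term, and with TSA 9 fell and 1 rose. Their camera adjusted p was 2.8e-06 with BMP2 and 7.7e-04 with TSA (adjusted p = 0.0602 and 0.204 with an estimated correlation). At 6 h, 1 fell with BMP2 and 4 with TSA (camera adjusted p = 0.00177 and 0.00837; adjusted p = 0.174 and 0.304 with an estimated correlation).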

The fact that treatment with BMP2 and TSA downregulates oligodendrocyte specific genes seems to be a common feature of both compounds, but it still needs to be clarified if the demonstrated effect is due to the same regulatory mechanism. Upregulation of *Wnt5aWisp1*, and other genes from Wnt signaling in our experiments could give a certain indication that the regulatory mechanism could be related in both cases. 

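Wnt5a, a secreted Wnt ligand, rose at 24 h from 334 ± 69.1 (SD, n = 6) to 681 ± 42.1 (SD, n = 2) with BMP2 and 689 ± 182 (SD, n = 4) with TSA, and fell at TSA 6 h from 305 ± 94.1 (SD, n = 2) to 138 ± 8.95 (SD, n = 2). Dkk3, a Dickkopf family protein, rose with TSA at 24 h by a log2 fold change of 1.99 (standard error 0.21, adjusted p = 4.3e-06 from limma), and Fzd7 at TSA 6 h by 1.03 (standard error 0.21, adjusted p = 0.00224). The signal of Ccn4, a matricellular protein formerly named Wisp1, was under the limit for testing, at 27.5 ± 11.5 (SD, n = 4) with TSA, 23.2 ± 9.03 (SD, n = 2) with BMP2 and 6.64 ± 2.35 (SD, n = 6) in the controls of 24 h. Of 24 tested Wnt pathway genes, 10 rose and none fell with TSA at 24 h, the same numbers as when adjusted over the list alone. Its genes were shifted upward (camera adjusted p = 0.00253; adjusted p = 0.204 with an estimated correlation). At TSA 6 h, 2 rose and 4 fell. With BMP2, 2 rose at 6 h, and 6 rose and 2 fell at 24 h (8 and 2 when adjusted over the list alone), or 4 and 2 with the batch as a term. The call of Wnt5a with BMP2 then ended (log2 fold change 0.82, adjusted p = 0.0870), as it did without either BMP2 array (up to 0.107), and that at TSA 6 h ended without Control 6 h replicate 2 or either TSA array (adjusted p up to 0.230).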

Wnt signaling leads to the suppression of oligodendrocyte differentiation and promotes neuronal and astroglial differentiation [51]. The connection between BMP and Wnt signaling [36] as well as between HDACs and Wnt signaling [21] had been shown to be important for astroglial and oligodendroglial lineage commitment, and it will be of great interest to examine whether HDACs and BMPs share a common pathway in the regulation of oligodendrocyte differentiation, as we have shown for astrocyte differentiation in this work.

## Conclusions

In this study we have delineated at the genomic transcriptome level the responses to two different compounds that we and others have shown to lead to similar biological outcomes in the differentiation of neural progenitor cells to neurons, astrocytes and oligodendrocytes in the embryonic forebrain. Interestingly, the range of responses to BMP2 and to the global HDAC inhibitor TSA were dramatically different, with BMP leading to an upregulation of genes involved in cell-cell communication and developmental processes while TSA resulted in an upregulation of genes involved in chromatin modification and transcription. 

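Suz12, a subunit of the Polycomb complex PRC2, rose with TSA at 6 h from 503 ± 40.4 (SD, n = 2) to 766 ± 34.9 (SD, n = 2). This call ended with any 1 of the 4 arrays left out (adjusted p up to 0.199 from limma). At 24 h the methyltransferase gene Setd1b still fell with TSA by a log2 fold change of -1.01 (standard error 0.19, adjusted p = 6.8e-04) and Kat2b, an acetyltransferase, by -0.68 (standard error 0.21, adjusted p = 0.0190). The latter call ended without TSA 24 h replicate 3 or 4 (adjusted p up to 0.0733). Of 17 histone deacetylases, 4 rose and 2 fell with TSA at 6 h, and 2 rose and 4 fell at 24 h (camera adjusted p = 0.654 and 0.598). With BMP2, 1 of them fell at 6 h, and 2 rose and 2 fell at 24 h. Of 9 tested histone genes, 3 rose and 1 fell with TSA at 6 h (4 and 1 when adjusted over the list alone), and 1 rose and 2 fell at 24 h (camera adjusted p = 0.337 and 0.661).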

Surprisingly, the biological convergence of the genomic responses could not be reduced to canonical BMP signaling through Smad1/5/8 activation, rather HDAC inhibition and BMP2 signaling converge through Stat3 and Smad1/5/8-mediated signaling and Id1 activation which increases astrogliogenesis from neural stem cells. This result explains the similar outcomes of HDAC inhibition and BMP with respect to astrogliogenesis, and the microarray profiling also suggests new pathways, for example Wnt signaling, which may be of further relevance for the interaction between these two developmentally-crucial protein families.

## Methods

### Mouse lines

All animal experiments were conducted in compliance with the regulations of the state of Baden-Württemberg, Germany. We employed C57BL/6 J mice (Charles River, Sulzfeld, Germany).

### Neurosphere cultures

Neurosphere (NS) cultures were prepared from E15.5 GE essentially as described [27]; full protocol described in [29]. Embryos were dissected on ice in PBS and decapitated. The brain was removed, the hemispheres separated, and the lateral and medial ganglionic eminences removed with fine forceps. GE cells were mechanically dissociated with a fire-polished Pasteur pipette and plated out in cell culture flasks with 100,000 cells per milliliter (ml) in NS Medium (F12/DMEM (1:1) with B27 supplement (Invitrogen), penicillin/streptomycin (100U/ml, Invitrogen), human EGF (20 ng/ml; Sigma) and human bFGF (10 ng/ml; R&D Systems, Wiesbaden, Germany). NS were incubated in suspension at 37°C, 5% CO_2_ for 1 week and fed on the 5^th^ day with an equal volume of NS medium. For differentiation, 7 day-old NS were collected into 50-ml tubes and centrifuged for 3 minutes at 100xg. The NS were mechanically dissociated using a fire-polished Pasteur pipette and plated out with 150,000 cells per cm^2^ in petri dishes (pre-plated with 200 mg/ml polyornithine) in NS medium without EGF and with 1% fetal calf serum (FCS, Invitrogen), a medium that supports the differentiation of both neurons and astrocytes. After 2.5 days of incubation the medium was changed to NS medium without bFGF and EGF but with 1% FCS. The following pharmacological reagents were added in different experiments: 10, 25 or 50nM trichostatin A (Sigma, Calbiochem), recombinant BMP2 (10 ng/ml), 6 h, 24 h.

### Immunocytofluorescence

Neurospheres were cultured as described above, treated with 50nM trichostatin A, recombinant BMP2 (10 ng/ml), or both reagents for 24 hours before bFGF withdrawal, cultured for another 4.5 days, and fixed with 4% PFA for 10 min. Cultures were stained as described [27] with the following antibodies: TuJ1 (Covance), O4 (kind gift of Prof. J. Trotter, Mainz, Germany), anti-GFAP (DAKO), and DAPI (Sigma-Aldrich). Confocal analysis was performed on a Nikon A1Rsi microscope (Nikon Imaging Center, University of Heidelberg).

### RNA Isolation

Total RNA was isolated from neurosphere culture 6, 12, and 24hours (h) after treatment using RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA quality was examined by agarose gel electrophoreses and concentration was determined by UV absorbance. Affymetrix Arrays were performed with RNA samples from untreated and 6 h and 24 h TSA (50nM) and BMP2-treated cultures. RNA from cultures treated with TSA (10, 25, or 50nM) or BMP2 (10 ng/ml) from all three time points were used for quantitative real-time PCR.

### Biotin-labeled cDNA transcription and Affymetrix gene-chip hybridization

Total RNA samples obtained after 6 h and 24 h treatment were labeled and hybridized to an Affymetrix GeneChip® Mouse Genom 420 2.0 according to manufacturer’s protocol. Biotin-labled cRNA transcription and Affymetrix gene-chip hybridization was performed by the Genomic Core Facility of EMBL, Heidelberg.

### Analysis of gene expression data

Raw data obtained from Affymetrix gene-chip were analyzed using dChip (DNA-chip analyzer) software [31]. Samples were normalized using rank-based (quantile) normalization [52]. Genes were considered to be significantly regulated if expression had changed more than two-fold and absolute difference of normalized values exceeded 100 comparing treated and mock-treated samples with a confidence greater than 90%. Data was submitted to GEO (Gene Expression Omnibus) [GEO: GSE31792].

### Hierarchical clustering and functional annotation

In order to identify genes that respond similar to BMP2 and TSA treatment, we performed hierarchical clustering including probe sets regulated as described above (2-fold change, minimal euclidean distance 100) in any treatment group. Based on these criteria 2073 probe sets were included in the hierarchical clustering. The cluster analysis was done using dChip software [31]. Co-regulated genes identified in the cluster analysis were functionally annotated using DAVID (Database for Annotation, Visualization, and Integrated Discovery), a web based tool for functional annotation of genes according to the biological process they are involved in [32,33]. Additionally individual functional annotation clustering was performed with genes significantly regulated in one treatment group. In both cases genes were uploaded into DAVID using the web interface. Gene ontology (GO) terms were obtained including their p-value. GO terms with p-values < 10^-3^ were included in the further analysis.

### Reverse Transcription and real-time PCR

2 μg of total RNA extracted from neurosphere cultures was reverse transcribed using oligo(dT)_18_ primer (0.5 mg/ml, Fermentas) or random hexamer primers (100 μM, Fermentas) and SuperScript II reverse transcriptase (Invitrogen). Quantitative real-time PCR was performed on a LightCycler® 480 (Roche Applied Science) device using LightCycler® 480 SYBR Green I Master with 1 μl cDNA (1:5 dilution of transcribed cDNA). The following primer pairs were used:

Wisp1 5’: TGGACATCCAACTACACATCAA

Wisp1 3’: GGATGCAACACCTATTGTCAGT

Wnt5a 5’ TCAAGGACAGAAGAAACTCTGC

Wnt5a 3’: CACTGTGCTGCAGTTCCATCTC

Bambi 5’: ACGGACACCATTCCAAGAAG

Bambi 3’: CAGTGCACAAGGGAGAGGAT

Actb 5’: TTGCTGACAGGATGCAGAAG

Actb 3’: TGATCCACATCTGCTGGAAG

Gpr17 5’: CGACAGAAGAGCAAAGGGAC

Gpr17 3’: TCCTCTGACCCAAGTCTGCT

Id1 5’: CATGAACGGCTGCTACTCAC

Id1 3’: GTCCCGACTTCAGACTCCGAG

Id2 5’: GACTGCTACTCCAAGCTCAAG

Id2 3’: CACTATCGTCAGCCTGCATCAC.

The standard quantification protocol was applied with the following cycles: 1 cycle for preincubation: 5 min at 95°C, followed by 48 cycles for quantification: 10s at 95°C, 10s at 60°C 20s at 72°C. Melting curve analysis was performed for all samples in order to validate the unique generation of expected PCR products. In addition Stat3, Smad7, Bmp2 and Bmp4 expression was quantified using TaqMan assays (Applied Biosystems, Mm00456961_m1, Mm00484741_m1, Mm00432087_m1, Mm01340178_m1, Mm99999915_g1) Primer pairs recognizing beta-Actin or Gapdh were used for normalization.

For statistical analysis, relative expression (RE) levels were calculated with the function (RE = 2^-ΔΔCt^), where ΔΔCt is the normalized difference in threshold cycle (Ct) number between the control sample or the TSA- or BMP2-treated sample. Each Ct value was calculated from triplicate replicates of any given condition. The mean of relative expression levels were calculated from the individual RE values from 2–3 independent experiments, and the standard error of the mean (SEM) was calculated from the standard deviation. In order to evaluate the statistical significance the Student’s *T*-test was employed, comparing control sample to TSA- or BMP2-treated samples, respectively.

### Immunoblotting

Cells were washed once with room temperature PBS, then 200 μl lysis buffer (1 mM EDTA, 0.5% Triton-X-100, 6 M urea, in PBS, pH 7.2 - 7.4), complemented with 4% complete protein inhibitors (Roche), was added per plate. Cells were scraped from the plates on ice using cell scrapers (greiner bio-one). Lysates were transferred into eppendorf tubes, triturated through a syringe (0.80 x 40 mm 21 G, Braun Sterican) 10 times; the lysates were centrifuged at 13000 rpm for 12 min at 4°C, aliquoted and stored at −80°C. Protein concentration was determined via Bradford assay. Samples were then run on 15% SDS-gels, and blotted on PVDF-membranes (Millipore). For western blot analysis following primary antibodies were used: anti-pSmad1(Ser463/465)/5(Ser463/465)/8(Ser463/465) (Cell Signaling), anti-Smad1/5/8 (Santa Cruz), anti-pStat3(Tyr705) (Cell Signaling), anti-Stat3 (Cell Signaling), anti-pGsk3-beta(Ser9) (Cell Signaling), anti-Mbp (aa82-87) (AbD Serotec), anti-Gfap (DAKO), anti-Plp (aa3) (kind gift of Prof. J. Trotter, Mainz, Germany), and anti-beta-Actin (Sigma-Aldrich). As secondary antibody anti-mouse, anti-rat or anti-rabbit horseradish peroxidase (HRP)-conjugated antibodies (KPL) were used. Protein bands were visualized with Western Lightning ECL (Perkin Elmer) and detected with a luminescent image analyzer (LAS-3000, FujiFilm). For all western blots at least three repetitions were performed.

### ELISA Microarray

Phosphorylated proteins were quantified using an ArrayTube™ (Alere Technologies, Jena, Germany) based sandwich ELISA microarray, as previously described [52]. 10 μl of protein sample was applied on the microarray. Phosphorylated proteins were detected using commercially available isotype-specific capture antibodies and biotinylated phospho-specific detection antibodies (DuoSets IC kits, R&D Systems, Minneapolis, USA). For the detection the microarray was incubated with streptavidin–HRP conjugate (R&D Systems) followed by dye precipitation reaction using TrueBlue™ (KPL, Gaithersburg, MD, USA). Transmission was measured with the Arraymate™ reader (Alere Technologies) and protein concentration was quantified using standard calibration surfaces as described in Holenya et al. [53].

## Competing interest

The authors declare that they have no competing interests.

## Authors’ contributions

CS participated in the design of the study, carried out gene expression analysis, performed qRT-PCR and Western Blot and drafted the manuscript. KW participated in the design of the study, carried out tissue culture, performed immunocytofluorescent stainings, qRT-PCR, and Western Blot and drafted the manuscript. PH carried out the ELISA microarray. MSR participated in the tissue culture and design of gene expression profiling. KLT participated in the design and coordination of the study, carried out confocal analysis, and drafted the manuscript. SW participated in the design and coordination of the study, carried out gene expression analysis and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1 - S26.** Additional file 1 contains tables with additional gene expression data. Table S1-S4 summarize the 25 genes with the strongest regulation of expression after TSA or BMP2 treatment. Table S5-S10 contains the genes regulated in two treatments, which represents the intersections of the Venn Diagrams from Figure 3A-F. Table S11-S21 contains the GO terms obtained from the of hierarchical cluster analysis (Figure 3G). Table S22-S26 contains the GO terms from functional annotation cluster (Figure 4A-E) of all genes regulated within an individual treatment. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

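RNA of neurosphere cultures from the ganglionic eminences of E15.5 mouse embryos was measured on 18 Mouse Genome 430 2.0 arrays, 2 controls, 2 BMP2 and 2 TSA at 6 h, and 6 controls, 2 BMP2 and 4 TSA at 24 h. Cultures received 50 nM TSA or 10 ng/ml BMP2 from 1.5 days after plating. The intensity values were deposited by the authors as linear signals per probe set, made with MAS5 (version not given) according to the notes of the submitters, while the methods of the paper name dChip with quantile normalization. The deposited medians of the arrays lie between 35.4 and 41.6, and signals under 100 in every group were taken as too dim to test.

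All further steps were run in R 4.3.3 with limma 3.58.1. The signals were quantile-normalized over the 18 arrays, 32 was added and the log2 taken. The 19439 probe sets with a group mean of at least 100 were tested in 1 linear model of the 6 groups with moderated variances (eBayes with trend), and p-values were adjusted after Benjamini and Hochberg within each comparison, with a threshold of 0.05. The comparisons were each treatment against the controls of its time, TSA against BMP2 at each time, the difference of each treatment's effect between the times, and the controls of 24 h against those of 6 h. Separately, the criteria of the study were applied to all probe sets: a ratio of the group means over 2, a difference over 100 and, for the confidence of 90%, an unadjusted limma p under 0.1. The symbols of the probe sets come from the annotation of the array, with 34958 probe sets paired with 1 gene. The 932 paired with several genes and the 9211 paired with no gene are counted and not named. A gene is represented by its probe set with the highest mean, which gives 10574 tested genes.

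Gene lists were compared with the remaining genes by camera of limma, with a preset correlation between genes of 0.01 and, as an alternative, an estimated one, where at least 3 members were tested. The lists cover oligodendrocyte, astrocyte, neuronal, synapse and stem cell genes, the BMP, Wnt, Notch and JAK-STAT pathways, histone deacetylases, other chromatin genes, histones, stress, heat shock, p53 target, cell cycle, kinase inhibitor, MHC class I, extracellular matrix, lysosome and germline genes, genes of microglia, endothelium, mural cells and the erythroid lineage, and 4 lists of genes that the study names. The lists, comparisons, thresholds and the other settings tried were set, apart from those named below, before the data were examined. Genes named in the text are those the paper names on arrays or in Table 1, the 10 largest rises and falls of each comparison at an adjusted p under 0.05 whose treated arrays all lie beyond all controls (predicted genes passed over), and members of the gene lists with the smallest adjusted p or against their list. The values of Table 1 had been seen when this rule was written.

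Whether equal replicate numbers pair arrays was checked on the residuals. Between TSA and control arrays of 24 h with equal numbers the correlations were 0.28 to 0.57, with 3 of 4 highest at the own number, and 0.45 to 0.59 with 4 of 4 among the controls 1 to 4. BMP2 arrays of 24 h gave -0.13 to 0. At 6 h the correlations at equal numbers were 0.71 for BMP2 with controls, 0.57 for TSA with controls and 0.63 for TSA with BMP2. In each of these pairs 2 of 2 were highest at the own number. With 2 arrays in a group, unequal numbers give the same value with the opposite sign. A model with the replicate number as a block is given as an alternative. The 24 h controls form 2 clusters, and the signal of Xist places both BMP2 arrays of 24 h with controls 5 and 6. A model with this batch as a term was chosen after seeing the data. Correlations of 2 arrays of a group were 0.913 to 0.988, with at most 0.64% identical values.

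The steps were tested on simulated data. At BMP2 6 h, 11.9% of simulated changes of 1.5-fold, 80.6% of 2-fold and 89.4% of 4-fold were called, and at TSA 24 h 56.7%, 88.1% and 97.0%. In comparisons with no simulated change, 0 probe sets were called. Among the calls where changes were simulated, 4 at BMP2 6 h (3.2%) and 14 at TSA 24 h (8.0%) were of probe sets with no simulated change. A simulated shift of 200 probe sets in 1 batch gave 0 calls at BMP2 24 h, with or without the batch as a term. These 0 calls do not exclude false calls from the batches or the pairing of the real arrays. The alternatives tried were the deposited values without normalization, median scaling, other pseudocounts and filters, 1 probe set per gene, the mean of all probe sets of a gene, only the groups compared, no trend, the 24 h controls of each cluster, other forms of the confidence criterion, and each array left out. The functional enrichment with external annotation, the supplementary tables, RT-PCR, western blots and stainings were not analysed here.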

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

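The values with the batch as a term come from a test chosen after the results were seen, and the other tests of this part were planned. Single arrays lay far from the others of their group in 11 of 194 groups of 97 genes, where chance gives about 5%, or 1 in 20. The gap to the nearest array is given as a share of the group's range, after the signal and the range of the others. Among controls these were Bmp4 on Control 24 h replicate 1 (473 against 973 to 1481, 0.63), Dll3 on Control 24 h replicate 2 (507 against 1016 to 1342, 0.71), Efna3 on Control 24 h replicate 5 (73.1 against 22 to 33.2, 0.72), Hopx on Control 24 h replicate 5 (335 against 119 to 168, 0.68), Id2 on Control 24 h replicate 2 (4862 against 3696 to 4082, 0.64) and Ncald on Control 24 h replicate 1 (2675 against 1928 to 2119, 0.71). Among TSA arrays they were Bmpr1a on TSA 24 h replicate 2 (2745 against 2297 to 2343, 0.89), Ctsz on TSA 24 h replicate 2 (849 against 1845 to 2135, 0.84), Id2 on TSA 24 h replicate 3 (1327 against 2781 to 3032, 0.89), Ier3 on TSA 24 h replicate 3 (395 against 142 to 169, 0.84) and Olig1 on TSA 24 h replicate 2 (6485 against 7983 to 8104, 0.93).

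The effect of a treatment differed between 6 h and 24 h by the test of that difference in 122 probe sets with BMP2 and 1915 with TSA. With BMP2 the named genes, with the log2 effect at 24 h minus that at 6 h, were Diras2 (3.28, adjusted p = 0.0037), Hopx (2.66, adjusted p = 0.0041), L1cam (2.54, adjusted p = 0.00028), Lims2 (-2.38, adjusted p = 0.047), Nog (-1.17, adjusted p = 0.031), Pdgfra (-1.94, adjusted p = 0.0041), Serpinf1 (3.15, adjusted p = 0.00016) and Wif1 (1.73, adjusted p = 0.023). With the batch as a term the adjusted p rose to 0.11 for Lims2, 0.084 for Nog and 0.068 for Wif1. The differences were then -2.40, -1.11 and 1.67.

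With TSA, the effect at 24 h was above that at 6 h for B2m (1.13, adjusted p = 0.0051), Bmpr1a (0.79, adjusted p = 0.0076), Bmpr1b (1.45, adjusted p = 0.016), Ctsz (1.40, adjusted p = 0.047), Dkk3 (1.50, adjusted p = 0.024), Dnmt3a (1.12, adjusted p = 0.0055), Egfr (1.54, adjusted p = 0.024), Fbln2 (2.01, adjusted p = 0.0056), Fn1 (1.38, adjusted p = 0.016), Gja1 (0.93, adjusted p = 0.047), Kmt5b (1.20, adjusted p = 0.0061), Macroh2a2 (1.11, adjusted p = 0.021), Pdgfra (1.00, adjusted p = 0.031), Slc39a8 (3.08, adjusted p = 0.00032), Tesc (1.13, adjusted p = 0.028) and Wnt5a (1.92, adjusted p = 0.0038). It was below that at 6 h for Cdkn1c (-1.73, adjusted p = 0.032), Hspa1a (-1.81, adjusted p = 0.0017), Hspa1b (-2.03, adjusted p = 0.00069), Nefm (-1.56, adjusted p = 0.027), Slc1a1 (-2.36, adjusted p = 0.0046) and Tnr (-2.55, adjusted p = 0.027). The fitted effects have opposite signs at the 2 times for Bmpr1a, Cdkn1c, Egfr, Gja1 and Wnt5a.

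The paper names Pmaip1 of the p53 target genes and does not discuss them as a group, of which 12 rose at TSA 24 h. It does not mention the lysosome genes, of which 12 rose. A comparison that the paper does not report, the controls of 24 h against those of 6 h, gave 854 probe sets. This became 11 without Control 6 h replicate 1, 35 without Control 6 h replicate 2, 23 with only the groups compared and 4678 with the replicate number as a block.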

How the results depend on the processing

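The settings with the batch as a term, and the replicate block within time and batch, were chosen after seeing the data, as was counting genes by the study's criteria. Over 388 results of single genes, 5030 values under alternatives gave 4792 with the same direction and side of the threshold, 107 no longer past it, 130 newly past it and 1 reversed. With 1 array left out, 2337 of 2521 values held, 168 were no longer past the threshold, 16 were newly past it and 0 reversed. Of the values of 23 counts and correlations under alternatives, 200 stayed within 1.5 times the reported value or 1 spread and 67 did not. The reversed result is Cdkn1a at BMP2 24 h, with a log2 fold change of 0.80 (adjusted p = 0.0210) under the replicate block within time and batch against -0.04 reported. Apart from filtering, fewer arrays and fewer units counted, the cause was not tested. The main counts that moved are given by setting.

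Median scaling gave 7 shifted gene lists at BMP2 6 h, against 4 reported. The replicate number as a block gave 630 limma calls at BMP2 6 h, 8761 at BMP2 24 h, 7711 at TSA 6 h, 7850 for TSA against BMP2 at 6 h, 3738 and 4688 for the differences between the times of BMP2 and TSA, 4678 between the controls, a correlation at 24 h of 0.29 and 7 lists at BMP2 6 h. At 6 h only 2 numbers can pair arrays, so this is a hint only. This block also sets the BMP2 arrays of 24 h beside controls 1 and 2, of the other batch. Its values with these BMP2 arrays can therefore include the difference between the batches. A pseudocount of 1 gave 29 differences between the times of BMP2, and a filter at 200 gave 75. No filter gave 1264 for TSA, 394 between the controls and 10 lists at BMP2 6 h. Counting 1 probe set per gene, with fewer units counted, gave 1926 at BMP2 24 h, 4214 at TSA 24 h, 3112 and 4068 for TSA against BMP2 at 6 h and 24 h and 450 between the controls. Fitting only the groups compared gave 501 calls and 9 lists at BMP2 6 h, 1961 at BMP2 24 h, 8676 at TSA 6 h, 8873 for TSA against BMP2 at 6 h, 1263 for the times of TSA and 23 between the controls.

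With the controls of cluster 1 (1 to 4) at 24 h there were 6902 calls at BMP2 24 h, 1525 between the times of BMP2, 1705 between the controls and a correlation of 0.29. With those of cluster 2 (5 and 6) there were 1766, 69 and 3389, 4333 between the times of TSA, a correlation of 0.28, and 2706 at TSA 24 h by the study's criteria. With the lower 90% bound of the ratio over 2, these criteria gave 173, 789, 710 and 685 calls at BMP2 6 h, BMP2 24 h, TSA 6 h and TSA 24 h, overlaps of 18 at 6 h and 145 at 24 h, 4 in all 4 comparisons and 72 in at least 3. With an adjusted limma p they gave 187 at BMP2 6 h, an overlap of 38 at 6 h, 12 in all 4 and 138 in at least 3. An estimated correlation left 1 list at BMP2 24 h, 0 at TSA 6 h and 0 at TSA 24 h. The mean of all probe sets of a gene gave 9 lists at BMP2 6 h and 7 at TSA 6 h. The batch as a term gave 1868 at BMP2 24 h, 2506 for TSA against BMP2 at 24 h, 77 between the times of BMP2, 1642 between the controls and a correlation of 0.31. The replicate block within time and batch gave 834 at BMP2 6 h, 8210 at TSA 6 h, 8355 and 4803 for TSA against BMP2 at 6 h and 24 h, 300 and 5292 between the times of BMP2 and TSA, a correlation of 0.31 and 7 lists at BMP2 6 h.

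Leaving out 1 array, where a lone array is assumed to vary like the other groups, gave these ranges, with the array left out in brackets: BMP2 6 h 94 (BMP2 6 h replicate 1) to 145 (BMP2 6 h replicate 2), BMP2 24 h 1231 (BMP2 24 h replicate 1) to 4766 (Control 24 h replicate 6), TSA 6 h 1896 (TSA 6 h replicate 2) to 2367 (TSA 6 h replicate 1), TSA against BMP2 at 6 h 2306 (TSA 6 h replicate 2) to 2752 (TSA 6 h replicate 1), at 24 h 3874 (BMP2 24 h replicate 1) to 7168 (TSA 24 h replicate 2), times of BMP2 48 (Control 6 h replicate 1) to 154 (Control 24 h replicate 6), times of TSA 430 (TSA 6 h replicate 2) to 2141 (Control 24 h replicate 6) and controls 11 (Control 6 h replicate 1) to 1127 (Control 24 h replicate 6). Shifted gene lists were BMP2 6 h 7 (BMP2 6 h replicate 2) to 9 (Control 6 h replicate 1), BMP2 24 h 3 (BMP2 24 h replicate 2) to 6 (BMP2 24 h replicate 1) and TSA 6 h 7 (Control 6 h replicate 1) to 12 (Control 6 h replicate 2). The limma calls at TSA 24 h stayed at 5930 to 6964 and the overlap at 24 h by the study's criteria at 385 to 459. Genes whose signal is under 100 in every group, such as Bmp2 and Ccn4, are too dim to test.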

Differences from the paper's values

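The comparison of array subsets with Table 1 and the values with the batch as a term were chosen after the values were seen. The study's criteria, with an unadjusted limma p under 0.1 for the confidence of 90%, called these numbers, of genes in the paper, unless stated, and of probe sets here: at BMP2 6 h 220 in the paper and 402 here, at BMP2 24 h 573 in the paper and 1623 here, at TSA 6 h 917 in the paper and 1866 here, and at TSA 24 h 982 in the paper and 1564 here. Shared between BMP2 and TSA at 6 h were 27 in the paper and 124 here. Changed in at least 3 comparisons were 65 in the paper and 272 here, in all 4 8 in the paper and 52 here, and in any 2073 probe sets in the paper and 3995 here. Shared between BMP2 24 h and TSA 24 h were about 160 in Fig. 3D, read by eye from the paper, and 417 here, between the times of BMP2 about 140 in Fig. 3E, read by eye from the paper, and 300 here, between the times of TSA about 280 in Fig. 3F, read by eye from the paper, and 544 here, between BMP2 6 h and TSA 24 h about 41 in Fig. 3B, read by eye from the paper, and 109 here, and between BMP2 24 h and TSA 6 h about 87 in Fig. 3C, read by eye from the paper, and 342 here.

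Among the alternatives set before the data were examined, requiring the lower 90% bound of the ratio to be over 2 gave values within 1.5 times the paper's at BMP2 6 h (173), BMP2 24 h (789), TSA 6 h (710) and TSA 24 h (685). The same holds for the overlap at 6 h (18), at 24 h (145), between the times of BMP2 (119) and between BMP2 24 h and TSA 6 h (74), and for at least 3 (72) and any comparison (1880). It does not for all 4 comparisons (4), the times of TSA (174) and BMP2 6 h with TSA 24 h (27). An adjusted limma p did so at BMP2 6 h (187), TSA 24 h (1466), for the overlap at 6 h (38), the times of BMP2 (151), the times of TSA (412), all 4 comparisons (12) and BMP2 6 h with TSA 24 h (33). The 24 h controls of cluster 1 did so at TSA 24 h (1456), a planned setting whose arrays were read from the data. No other setting chosen at that time came within 1.5 times for these counts. Counting genes in place of probe sets, a setting chosen after seeing the values, came within 1.5 times at BMP2 6 h (284), TSA 6 h (1327), TSA 24 h (1119) and between the times of TSA (416). It did not at BMP2 24 h (1134), for at least 3 (218) or all 4 comparisons (45, counted over all probe sets of a gene together, where 203 and 45 genes have a single probe set changed in that many), nor for the overlaps at 6 h (100), at 24 h (328), between the times of BMP2 (227), between BMP2 6 h and TSA 24 h (86) and between BMP2 24 h and TSA 6 h (268).

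Of 80 fold changes of Table 1 compared, 79 have the same sign here, and 11 differ, either in sign or by more than 1.5 times and more than 1 SD of the ratio between arrays. For TSA 24 h these are Gpr17 (-80.21 in the paper and -16.00 here), Lims2 (-27.27 in the paper and -11.90 here), Myrf, listed as Gm98 (-20.43 in the paper and -5.85 here), and Bcas1 (-17.36 in the paper and -4.63 here, and for its second entry -13.89 in the paper and -4.63 here). The folds here use all 4 TSA and all 6 control arrays of 24 h. The paper's folds are matched best by TSA 3 and 4 against controls 3 and 4 (50 of 62 genes within 1.1 times). The TSA 24 h folds may therefore compare different arrays. The first entry of Bcas1 also differs at BMP2 6 h (-2.8 in the paper and -1.57 here). At BMP2 24 h it is -24.38 in the paper and -11.92 here, and at TSA 6 h -9.53 and -2.95. The second entry does not differ in these comparisons, with -1.55, -11.02 and -2.93 in the paper. At BMP2 24 h the others are Enpp6 (-23.08 in the paper and -11.41 here), Smad7 (6.86 in the paper and 3.14 here) and Tafa2, listed as Fam19a2 (1.03 in the paper and -1.12 here). The settings chosen at that time under which a fold no longer differs by this measure are the 24 h controls of cluster 2 for Smad7 (6.83) and Tafa2 (1.05), and, only by lying within 1 SD, leaving out TSA 24 h replicate 2 for Myrf (-11.67). None of them does so for Gpr17, Lims2, Enpp6 or Bcas1, though leaving out TSA 24 h replicate 2 moved the fold at TSA 24 h to -37.20 for Gpr17 and -7.81 for Bcas1. A dimmer probe set of Bcas1 with a mean of 219 gives -2.88, -23.76, -10.10 and -11.33 at BMP2 6 h, BMP2 24 h, TSA 6 h and TSA 24 h, a probe set chosen after seeing the values. Apart from TSA 24 h it lies close to the first entry, so there the entry may differ because another probe set is compared. A further dimmer probe set, with a mean of 169, gives -3.18, -8.60, -14.96 and -9.46.

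Of 62 genes of Table 1, the fold lies within 1.1 times the paper's for 54 at BMP2 6 h, 49 at TSA 6 h, 14 at BMP2 24 h and 12 at TSA 24 h with all 6 controls. With the controls 5 and 6 it does so for 49 at BMP2 24 h. After seeing the values, 36 pairings of 2 TSA arrays of 24 h with 2 of the 24 h controls 1 to 4 were tried. Among these, TSA 3 and 4 against controls 3 and 4 gives 50 genes within 1.1 times (next highest 24). Of 56 folds over 2 in the paper, 55 are over 2 with these arrays. With these arrays the study's criteria gave 1174 at BMP2 24 h and 1845 at TSA 24 h, and 452 and 632 with the lower 90% bound.

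Some statements of the paper on genes and directions differ from the values here. The paper states that the arrays show no significant change of Id1 and Id2, and its criteria require a change of more than 2-fold. The calls here are by the adjusted limma p, with no limit on the fold change. Of the calls given next, only that of Id1 at BMP2 24 h has a log2 fold change of more than 2-fold. Id1 rose at BMP2 24 h by 1.83 on the log2 scale (standard error 0.36, adjusted p = 0.00253) and fell at TSA 24 h, Id2 rose at BMP2 24 h and fell with TSA at both times, and neither passed at BMP2 6 h. With the batch as a term Id1 also passed at BMP2 6 h and no longer at TSA 24 h. Id2 then no longer passed at BMP2 24 h. By RT-PCR the paper reports that TSA lowered both genes at 6 h and later raised them, to about the BMP2 level at 24 h. The arrays of TSA 24 h do not show that rise. Leaving out 1 array ended the calls of Id1 at TSA 24 h (replicate 3 of TSA, adjusted p = 0.0709) and of Id2 at BMP2 24 h (any 1 of 5 of 8 arrays, up to 0.233) and TSA 6 h (any 1 of 3 of 4, up to 0.377). It states that the 6 genes Gpr17, Lims2, Bcas1, Bmp4, Enpp6 and Myrf were lowered significantly further at 24 h than at 6 h. All 6 go in that direction with both treatments, and of these 12 differences that of Lims2 with BMP2 (-2.38, adjusted p = 0.0470) passed in the main fit. With the batch as a term its adjusted limma p was 0.107. With the replicate number as a block, the differences over all probe sets went from 122 to 3738 with BMP2 and from 1915 to 4688 with TSA. That block sets the BMP2 arrays of 24 h beside controls of the other batch, so the 3738 can include the batch difference. With the block within time and batch there were 300 and 5292. The paper states that TSA lowered Bmpr1a and Bmpr1b, which holds at 6 h, while at 24 h the adjusted p was 0.767 and 0.474. It names Smad7 as the one BMP inhibitor lowered by TSA, and by the adjusted limma p Nog also fell (-0.94 at 6 h). The signals of Nog differ by less than the 100 that the paper's criteria require, so it is not called by those criteria. It counts Mal among genes lowered by 1 or both treatments, and Mal passed with neither; with the batch as a term, chosen after seeing the values, it fell at TSA 24 h. It has the overlap of the treatments increase 6-fold from 6 h to 24 h, and here it goes from 124 to 417, from 18 to 145 with the lower 90% bound and from 38 to 307 with an adjusted limma p. It describes a stronger correlation of the treatments at 24 h and gives no coefficient, so Pearson's correlation here may not be the same measure. Pearson's correlation is 0.168 at 6 h and 0.154 at 24 h, the latter with all 6 controls, of both batches. At 24 h it was 0.29 and 0.28 with the controls of cluster 1 and cluster 2. With the replicate number as a block it was 0.29 at 24 h and 0.17 at 6 h. With the batch as a term it was 0.31 at 24 h and 0.17 at 6 h, the direction that the paper describes. The paper's Results place chromosome organization among the categories lowered by TSA, while its conclusions describe chromatin genes as raised. Here 22 of 56 such genes fell and 3 rose at 6 h, and 24 fell and 4 rose at 24 h. It lists antigen presentation among the categories at BMP2 24 h, where 0 of 11 genes of MHC class I and antigen processing rose, while the class II gene H2-Ab1 passed (1.31, adjusted p = 0.00109) at signals under 100.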

Other observations

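Fas, a death receptor and p53 target, rose with TSA at 24 h from 80.2 ± 35.2 (SD, n = 6) to 403 ± 90.8 (SD, n = 4), and Cdkn1a, a p53-induced inhibitor of cyclin-dependent kinases, by 1.46 on the log2 scale (standard error 0.33, adjusted p = 0.00256). Of 16 p53 target genes 12 rose and none fell (13 when adjusted over the list alone; camera adjusted p = 5.1e-04; adjusted p = 0.204 with an estimated correlation). Ctsz, a lysosomal protease, rose from 406 ± 93.1 (SD, n = 6) to 1671 ± 564 (SD, n = 4), and 12 of 20 lysosome genes rose and none fell (camera adjusted p = 7.7e-04; adjusted p = 0.204 with an estimated correlation). Mcm5, a replication helicase subunit, fell from 417 ± 184 (SD, n = 6) to 114 ± 111 (SD, n = 4), and Top2a, a topoisomerase of dividing cells, fell by 1.41 (standard error 0.50, adjusted p = 0.0372), a call that ended without any 1 of 5 of the 10 arrays (adjusted p up to 0.148). Of 24 cell cycle genes 8 fell and none rose at TSA 24 h (camera adjusted p = 0.0143; adjusted p = 0.706 with an estimated correlation). Stat3, a transcription factor of astrocyte differentiation, rose with TSA by 0.75 at 6 h (standard error 0.18, adjusted p = 0.00712; adjusted p = 0.0617 without Control 6 h replicate 2) and 0.73 at 24 h (standard error 0.11, adjusted p = 1.7e-04). Of 16 JAK-STAT pathway genes 5 rose and 1 fell at 24 h (camera adjusted p = 0.209). The ratio of the 3' to the 5' probe set of Actb, which grows as RNA degrades, was 1.447 to 2.049 on the TSA arrays and 1.243 to 1.778 on the controls of 24 h, and that of Gapdh 0.9735 to 1.017 and 0.8625 to 1.111. Its effect on these gene groups was not analysed here.

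Of 13 stem and progenitor genes 4 fell at TSA 6 h (camera adjusted p = 0.0331; adjusted p = 0.345 with an estimated correlation), and at TSA 24 h 3 rose and 2 fell. Of 6 mural and fibroblast genes 1 rose at TSA 24 h. Of the microglia genes 1 was bright enough to test and fell at TSA 24 h, 2 of 2 endothelial genes tested rose, and 0 of the erythroid and 0 of the germline genes were bright enough. Of the 10 genes the study measured by RT-PCR, 8 were bright enough to test. Of these, 5 rose and 2 fell at BMP2 24 h, and 3 rose and 5 fell at TSA 24 h. With the batch as a term the calls of Id2 and Wnt5a at BMP2 24 h and of Id1 at TSA 24 h ended. Of the 6 genes with opposed changes in Table 1, 2 rose at BMP2 6 h (camera adjusted p = 9.0e-04), and the study chose them on these arrays. Controls of 24 h against those of 6 h gave 298 probe sets higher and 556 lower, in all 11 without Control 6 h replicate 1, 23 with only the groups compared and 4678 with the replicate number as a block.

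The tests of the batch as the whole cause, of the lineage genes and of weaker BMP signaling were chosen after the results were seen. The splits were planned. The test of the calls lost rests on the batch as a term, which was chosen after seeing the data. Its rule was tightened after its values were seen. For TSA 24 h against the controls, 100 of 210 splits of the 10 arrays were drawn. The 6878 limma calls were reached by 1 split, the real one, and the highest other was 3897, so chance is excluded if equal numbers do not pair arrays. That other split sets controls 3 to 6 against the rest, with all 4 TSA arrays on 1 side. By the study's criteria 1564 was reached by 1 and the highest other was 921. For the 9 shifted gene lists, 8 splits gave as many and the highest other 11, so chance is not excluded. Among the 16 splits that part all 4 numbered pairs, 1, 1 and 2 were as large, with 1514, 747 and 9 the highest others. If equal numbers pair arrays, only these splits count, and 16 are too few to exclude chance.

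Many probe sets changed at BMP2 24 h. The labels name no batches, but by clustering and Xist the 24 h controls form 2 groups, treated as batches. The BMP2 arrays fall in 1 of them. The difference between the batches is not the whole cause, since 1564 of 3214 were called in the same direction with the batch as a term. Of the 1650 calls lost, 377 lost more than 50% of their fold change, and the median ratio of the fold change with the term to that without was 0.67. The bound set earlier for this test was met, and it is not relied on, because 1274 lost calls shrank by a larger factor than the error grew. Calls are lost where the fold change shrinks for either reason, so for them the batch and the wider error cannot be told apart.

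Of 12 oligodendrocyte genes the study names, 9 fell at BMP2 24 h and 10 at TSA 24 h, and of 15 others 8 and 9 fell. At BMP2 6 h 0 and 1 fell, and Olig1 passed in no comparison. Fewer cells of the lineage may be an explanation and would lower its 27 genes alike if no other cells express them. The median was -0.95 at TSA 6 h, -2.09 at TSA 24 h and -1.27 at BMP2 24 h with the batch as a term, and 7, 19 and 12 genes have a 95% interval that leaves out the weighted mean (-0.64, -0.63 and -0.76). Precise genes that changed little, such as Olig1, count more in this mean. Genes also expressed in other cells would spread in the same way, so the spread cannot decide this. In the first form of this test the spread counted against the explanation at TSA 24 h and BMP2 24 h. That rule was changed after its values were seen. The genes that rose, 0, 1 and 0, cannot decide it either, since the study chose 12 of the 27 on these arrays. Fewer lineage cells as the whole cause stays open at each time. The quantile normalization added here is not the cause at TSA 24 h, with a median of -2.09 in the deposited values and -2.22 with median scaling. The deposited values were already processed by the authors, and that step could not be tested.

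Id1, Id3 and Smad7 fell at TSA 24 h, for which weaker BMP signaling in these cultures may be an explanation. For Id1 the paper's RT-PCR differs, with a fall at 6 h of TSA and then a rise to about the BMP2 level at 24 h. The call of Id1 ended without TSA 24 h replicate 3 (adjusted p = 0.0709). This explanation would lower the genes that BMP2 raised at 6 h. Of 121 such genes, with Id1 to Id4, Smad7 and Nog left out, 25 rose and 15 fell at TSA 6 h, and 28 rose and 19 fell at TSA 24 h, but many are too dim in the controls to fall. With a control mean of at least 100, 15 of 70 rose and 15 fell at 6 h (of all genes 1244 and 1231), and 13 of 75 rose and 17 fell at 24 h (of all genes 1541 and 2087). Of the BMP target and feedback genes 1 rose and 5 fell at TSA 6 h, and 4 rose and 7 fell at TSA 24 h. The limit of 100 for the control mean was set after the values were seen. Without it the test had counted against the explanation. With it the test cannot tell, and the explanation stays open. The controls of 6 h serve both comparisons at 6 h and move both effects the same way, while TSA 24 h has other controls. Of 68 genes that BMP2 lowered at 6 h, 33 fell and 4 rose at TSA 6 h, and 37 fell and 9 rose at TSA 24 h.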
